# Extracellular matrices regulate extravasation journey of leukocytes and inflammatory tissue fate

**DOI:** 10.7554/eLife.108284

**Published:** 2025-12-04

**Authors:** Yu-Tung Li

**Keywords:** endothelial junctions, extracellular matrix, macrophage identity, inflammation fate, leukocyte extravasation, mechanical tension

## Abstract

Leukocyte extravasation across the blood endothelium to inflamed tissues is a crucial defence mechanism against invading pathogens. After the elimination of the pathogen in the tissue, inflammation needs to be resolved back to steady state. This cascade comprises at least three stages: transmigration through the endothelium and the underlying basement membrane, intra-tissue leukocyte activity, and tissue resolution. In each stage, extracellular matrix proteins in the vascular basement membrane and in tissues regulate a multitude of endothelial and leukocyte functions essential to completion of the cascade, either as a collective force-permissive structure or through signaling by individual matrix proteins. Proper orchestration of these diverse processes during the extravasation journey ensures effective defence and avoids development of chronic inflammatory diseases. This review will focus on how these extracellular matrices regulate the extravasation journey of leukocytes to illustrate their tight functional interdependence with profound impacts on the ultimate post-inflammation tissue fate.

## Introduction

Cells in an inflamed tissue secrete cytokines to activate local blood vessels and command leukocyte infiltration. Tissue entry of all kinds of leukocytes must be optimally controlled such that the cause of the inflammation, potentially an invading and readily proliferative pathogen, can be timely eliminated. Latency of tissue entry depends on the leukocyte types, typically with neutrophils as the quickest responders (in hours), followed by monocytes (in hours to days) and lymphocytes (in days). Despite the different latency, they often follow common principles for tissue entry. Since the immune attack often involves cytotoxic substances such as granzymes and proteases, an overdose of leukocyte entry would cause an acute shock and tissue damage. Instead of a passive barrier for leukocytes to penetrate, the endothelium actively controls the leukocyte traffic via expression modulation of apical adhesion or surrogate molecules and junctional remodeling (Nourshargh and Alon, 2014; Vestweber, 2015). Only specific sites of the blood vessels, with moderate to low shearing blood flow and optimal expression of supportive endothelial molecules, are permissive to leukocyte exit from the circulation (extravasation). These extravasation sites exist primarily in post-capillary venules, venules, or specialized blood vessels such as the high endothelial venules (HEV) and the liver sinusoids (Vestweber, 2015; Bogoslowski et al., 2018; McNamara and Cockburn, 2016). Understanding regulation details of these extravasation events is fundamental to devise treatments for various inflammatory diseases.

Along the extravasation journey to fight pathogens, leukocytes are prone to functional modulation, solely through interaction with their surroundings. The resultant leukocyte activities determine whether pathogens can be cleared, and if so, whether the inflamed tissue can be restored to homeostasis. Macrophages derived from either tissue residence or extravasated monocytes play a pivotal role in this latter resolution process.

Across this multi-stage paradigm, extracellular matrix (ECM) proteins in the vascular basement membrane and in tissue play significant regulatory roles. Overviews of the leukocyte extravasation processes and intra-tissue leukocyte activities regulated by these ECM are given in Figures 1–2 and 3, respectively. This review focuses on the regulatory roles of ECM along the extravasation journey of leukocytes to inflamed tissue. This journey has intimate involvement with endothelial cells (EC), especially with their junctional remodeling events. The processes regulated by ECM discussed in this review are summarized in Table 1. Following chronological order of the extravasation journey, we will describe what vascular structures constitute extravasation barriers for leukocytes (‘Venular architecture and barriers for leukocyte extravasation’, ‘Paracellular versus transcellular route of entry across the endothelial barrier’), how the leukocytes overcome these barriers (‘Vascular basement membrane supports force-dependent endothelial junctional remodelling required for leukocyte diapedesis across the endothelium’, ‘Pre-existing barrier weak spots with low laminin-α5 expression guide leukocyte diapedesis’), how crossing these barriers affects leukocyte functions (‘Barrier passages modify leukocyte functions in tissue via biophysical stress, proteolysis, selective leukocyte passage and spatial access to functional regulators’, ‘How do leukocytes overcome barriers without vascular leak?’), and how ECM interaction with leukocyte activities in tissue determines post-inflammatory tissue state (‘Leukocyte proteases fragment tissue ECM to generate matrikines which promote secondary leukocyte trafficking’, ‘Tissue stiffness provides biophysical cues to modify extravasated leukocyte activities’, ‘Macrophage efferocytosis regulated by ECM is critical to timely subside inflammation and restore tissue homeostasis’). At the end of this review, we will also discuss why control of macrophage cell state may hold the key for effective modulation of inflamed tissue state to revive tissue homeostasis and how different macrophage cell states regulate ECM functions (‘Macrophage efferocytosis regulated by ECM is critical to timely subside inflammation and restore tissue homeostasis’, ‘Prospects in inflammatory tissue fate modulation via navigating macrophage cell states’).

**Table 1.** Biological processes regulated by extracellular matrix proteins or structures at each stage along the leukocyte extravasation journey.

Extravasation journey stage:Paracellular trans-endothelial diapedesis		
ECM interaction (protein or structure)	Function	Reference
Vascular basement membrane/endothelial focal adhesions	Sense shear stress in blood flow to secrete PDGFs for pericyte recruitment and Ang1/Tie2-mediated junctional strengthening.	Hsieh et al., 1991; Lindblom et al., 2003; Teichert et al., 2017
	Sense shear stress in blood flow to endocytose VE-PTP to activate Tie2-mediated junctional strengthening.	Shirakura et al., 2023
	Enable endothelial force generation pulling on VE-Cad/cateinins/actomyosin complex to expose Y731 site for dephosphorylation by SHP-2, allowing subsequent VE-Cad endocytosis and local junctional destabilization around the passaging leukocyte.	Arif et al., 2021; Wessel et al., 2014
	Enable kinesin-mediated delivery of LBRC along an anchored microtubule network to endothelial junction around the passaging leukocyte for junctional destabilization.	Mamdouh et al., 2008; Mamdouh et al., 2003; Dalal et al., 2021
Laminin-511/endothelial Integrin α6β1	Activate RhoA/ROCK to promote junctional deposition of VE-Cad to stabilize junction.	Song et al., 2017
	Promote p120 association to stabilize junctional VE-Cad.	Di Russo et al., 2017
Extravasation journey stage: Trans-basement membrane diapedesis		
ECM interaction (protein or structure)	Function	Reference
Laminins / α6 integrins	Allow migration through the basement membrane barrier.	Dangerfield et al., 2002; Wang et al., 2005
Vascular basement membrane/leukocyte proteases	Locally breach the basement membrane barrier.	Wang et al., 2006; Wang et al., 2005; Voisin et al., 2009
	Produce ECM carryovers on extravasated leukocytes.	Wang et al., 2006; Voisin et al., 2009
Laminin carryovers on neutrophils	(Unknown)	Wang et al., 2006; Voisin et al., 2009
Lumican carryovers on neutrophils bound by Mac1	Promote neutrophil migration via inducing outside-in signaling.	Lee et al., 2009
Vascular basement membrane/neutrophils	Deform passaging neutrophils and activate Piezo1 to promote bactericidal activity in tissue.	Mukhopadhyay et al., 2024
Collagen-IV/monocyte MMP9	Digest locally the collagen-IV barrier to support trans-basement membrane migration of T cells.	Watanabe et al., 2018
Extravasation journey stage: Immediately after extravasation		
ECM interaction (protein or structure)	Function	Reference
Collagen/platelet GPVI	Partially activate platelets to adhere on and seal the exposed basement membrane at diapedesis sites with traffics overload.	Gros et al., 2015; Currie et al., 2022
Vascular basement membrane/endothelial focal adhesions	Enable endothelial force generation stimulated by platelet Ang1-Tie2 activation to build junctional stabilizing cortical actin bundles surrounding a passaging leukocyte.	Braun et al., 2020; Braun et al., 2019
Extravasation journey stage: in tissue		
	Function	Reference
Laminin-511/monocyte integrin α6β1	Promote monocyte differentiation to macrophage.	Li et al., 2020
Collagen/MMP-8/9 and prolyl endopeptidase	Generate the matrikine PGP to secondarily chemoattract neutrophils, monocytes, and T cells.	Gaggar et al., 2008; Pfister et al., 1995; Pfister et al., 1998; Weathington et al., 2006; Watanabe et al., 2018
Laminin-γ2/neutrophil elastase	Generate the matrikine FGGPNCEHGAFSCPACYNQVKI to secondarily chemoattract neutrophils.	Mydel et al., 2008
Elastin/macrophage MMP-12	Generate the matrikine VGVAPG to secondarily chemoattract monocytes.	Senior et al., 1984; Taddese et al., 2009
Laminin-511/leukocyte proteases	Potentially generate fragments containing the matrikine sequence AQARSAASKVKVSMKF to secondarily chemoattract neutrophils and monocytes.	Adair-Kirk et al., 2003
Versican/ADAMTS1	Generate the matrikine (versikine) to modify macrophage cell state.	Hope et al., 2016
Versikine/TLR2 (and other unknown receptors)	Increase macrophage IL-1β and IL-6 productions and decrease IL-10 production.	Hope et al., 2016
	Increase macrophage IL-10 production in the presence of immune complex.	Hope et al., 2016
	Stimulate tumor cell production of monocyte and T cell chemokines.	Hope et al., 2016; Hope et al., 2017
Stiff tissue due to ECM build-up/leukocyte mechanosensors	Increase inflammatory cytokine production.	Saitakis et al., 2017; Fahy et al., 2019; Chakraborty et al., 2021
	Shift leukocyte migration from amoeboid to podosomal mode.	Sridharan et al., 2019
	Modulate phagocytosis.	Sridharan et al., 2019; Adlerz et al., 2016; Mennens et al., 2017
	Promote phagocyte proliferation.	Chakraborty et al., 2021
	Promote phagocyte glycolysis.	Chakraborty et al., 2021
	Sensitize phagocyte activation response to stimuli.	Chakraborty et al., 2021
	Promote efferocytosis by Piezo1 activation.	Wang et al., 2024
α2 Laminins and type-V collagen/(unknown monocyte Receptor)	Guide monocyte differentiation to efferocytic S1 macrophage by stimulating SHP-1 to suppress STAT-5 activity.	Li et al., 2024

## Venular architecture and barriers for leukocyte extravasation

In a blood venule, cells and extracellular components are organized in a defined manner to form extravasation barriers for leukocytes. The most inner circumference of the venule lines a monolayer of EC directly exposed to the shearing blood flow. Except for fenestrated blood vessels, this monolayer is typically continual, with individual ECs intercalated via adherens junctions localized at the intercellular basolateral side of the plasma membrane. The endothelial adherens junctions contain various adhesion molecules, such as vascular endothelial cadherin (VE-cadherin), junctional adhesion molecules (JAMs), PECAM-1, and CD99 (Vestweber, 2015). In peripheral EC, tight junction molecules such as claudin-5 and ZO-1 are expressed in lower quantities, whereas strong expression of these molecules is detected in EC of some specialized tissues such as the blood-brain barrier and the blood-retinal barrier in brain and retina, respectively. These junctional proteins are not rigidly held in place but under constant balancing actions of endocytosis and exocytosis of junctional proteins such that dynamic remodeling of the junctional tightness is possible. This, in turn, affects leukocyte traffic and vascular permeability. The most abluminal side of the venule is decorated with scattered perivascular cells (pericytes; Figure 1A). Lacking a definitive pan-pericyte marker, pericytes are defined as mesenchymal cells at vascular proximity, with subsets expressing markers of PDGFRβ, CD146, NG2, and/or α-SMA (Hirschi and D’Amore, 1996).

**Figure 1.**
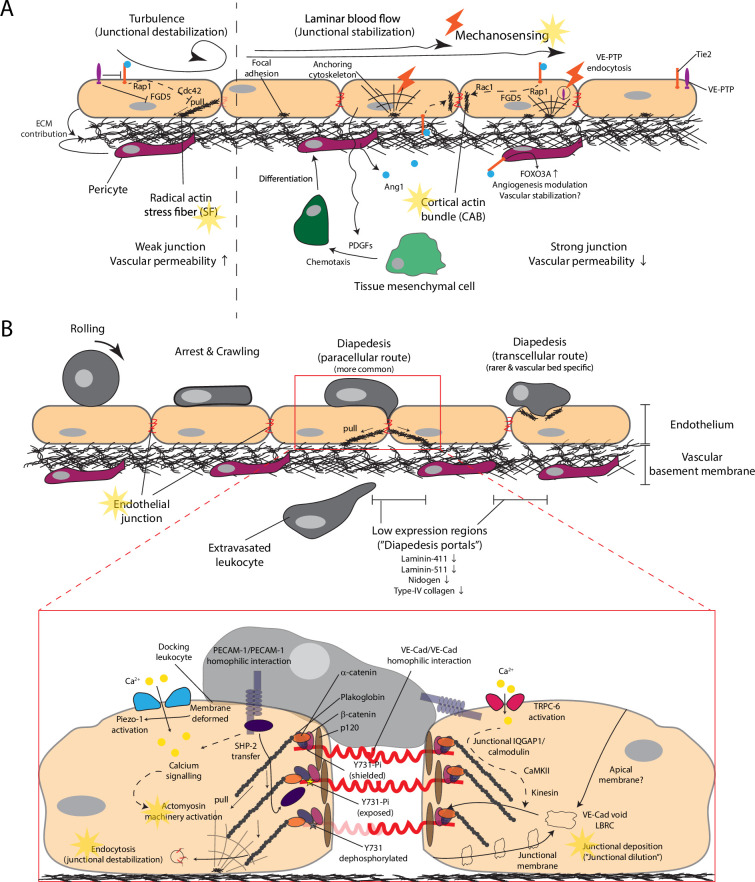
Vascular basement membrane enables endothelial mechanosensing and force-dependent junction remodeling to allow regulated leukocyte extravasation. (**A**) Vascular basement membrane supports endothelial mechanosensing via focal adhesion to construct leukocyte extravasation barriers by regulating junctional strength and recruiting pericytes. Tie2 signaling is activated by laminar blood flow to trigger force-dependent actin filament remodeling to strengthen junctions. (**B**) After establishing firm endothelial interaction, leukocytes prefer to paracellularly transmigrate through the vascular junctional barrier near the low expression regions on the vascular basement membrane. (inset) After leukocyte signals diapedesis initiation via calcium signaling, the basement membrane allows force generation in endothelial cells to locally remodel VE-Cadherin junctional barrier for leukocyte passage. Faint yellow stars, processes regulated by the vascular basement membrane as a collective structure. Dashed line, multi-step signaling processes.

In between the EC monolayer and the porous pericyte layer is an ultra-thin adhesive layer of basement membrane composed of a network of self-assembled ECM proteins (Lash et al., 1989; Timpl and Brown, 1994). Constituent ECM proteins mainly comprise laminins (α4 and α5 chains), type IV collagen, nidogens, and perlecan (Timpl, 1996; Pozzi et al., 2017). These components bind endothelial integrins organized in focal adhesions to allow EC adhesion (Pozzi et al., 2017; Brown et al., 1997) and support establishment of cell polarity and intercellular junctions to limit undesirable tissue access of cellular or soluble blood components. The EC cytoskeleton links to the focal adhesion-ECM structure to form a mechanosensory structure containing proteins (such as talin and vinculin) capable of translating mechanical force into biochemical signals (Finney et al., 2017). This mechanosensing capacity, at least in part, organizes pericytes to perivascular space and subcellular junctional architecture of EC. Laminar shear stress in the blood flow stimulates endothelial abluminal secretion of PDGF-B to recruit tissue mesenchymal cells and differentiate them to pericytes (Hsieh et al., 1991; Lindblom et al., 2003; Teichert et al., 2017). These pericytes then release Ang1 to activate endothelial Tie2 signaling, strengthening endothelial junctions. This junctional strengthening signal is further potentiated by endocytosis of the VE-PTP, which inhibits Tie2, by laminar shear stress (Shirakura et al., 2023). Since both EC and pericytes contribute to ECM components in the basement membrane, this pericyte recruitment process may help formation of nascent basement membrane in angiogenic vessels (Figure 1A).

For a leukocyte to enter inflamed tissues, it engages in a series of steps well-described by the classical extravasation cascade (Nourshargh and Alon, 2014; Vestweber, 2015; McEver, 2015). After firm adhesion on the endothelium, down-tuning of integrin activity allows the leukocyte to crawl on the endothelium and search for a suitable tissue entry site (Semmrich et al., 2005; Li et al., 2019). At this stage, the continual endothelial monolayer and the underlying basement membrane are the sole barriers for leukocytes to overcome before tissue access (Figure 1B). The porous abluminal pericyte layer, in contrast, does not barricade leukocyte access. These barrier crossing processes, known as diapedesis, need to be tightly controlled to permit extravasation without disrupting general vascular structural integrity.

## Paracellular versus transcellular route of entry across the endothelial barrier

A leukocyte could transmigrate across the endothelium either by diapedesis through the junctions (paracellular route) or directly through the EC (transcellular route) in vitro (Carman and Springer, 2004; Ley et al., 2007; Nieminen et al., 2006). This observation questions whether the endothelial junction or the apical surface represents the major endothelial barrier for leukocytes under physiological conditions. If one route can be specifically blocked, assessment of its influence on the extravasation response shall inform the importance of the blocked route.

VE-cadherin is a major regulator of the adherens junction and supports junctional integrity by homophilic dimerization of VE-cadherin from adjacent cells. Like other cadherins, VE-cadherin is bound at the C-terminus by intracellular β-catenin and α-catenin, which is then connected to the actomyosin contraction machinery (Figure 1B, inset). Since association to α-catenin stabilizes cadherin adhesion (Ozawa and Kemler, 1998), association or dissociation of catenin from VE-cadherin allows fine-tuning of junctional stability. In a previous study, transgenic mice with VE-cadherin genetically fused to α-catenin, thereby stabilizing the VE-cadherin junction and limiting paracellular diapedesis, were generated (Schulte et al., 2011). In these mice, the paracellular diapedesis events were reduced by ~50%, but the transcellular events were unaffected. In IL-1β inflamed cremaster, LPS stimulated lung, and a skin model of delayed type hypersensitivity, both neutrophil and lymphocyte extravasation were reduced by ~60%(Schulte et al., 2011). The similar reduction magnitudes of extravasation and paracellular diapedesis events suggest most of the reduced extravasation was due to blockade of paracellular diapedesis.

Although these observations suggest the endothelial junction is the sole barrier a leukocyte needs to overcome in vivo, ‘closing’ the paracellular route did not affect lymphocyte entry to lymph nodes via the HEV, indicating vessel- or tissue-specific preference of diapedesis route (Schulte et al., 2011). Later, it was demonstrated that the density of ICAM-1, an adhesion molecule supporting leukocyte adhesion on the endothelium, presented by the EC could influence the route decision, that a high ICAM-1 density favors the transcellular route for helper T cells across brain EC (Abadier et al., 2015). Hence, the preference for transcellular or paracellular route appears to depend on the adhesion strength between the leukocyte and the endothelium and the vascular bed in concern. Nevertheless, in many inflammatory conditions, the paracellular route of transendothelial migration remains the major route (Schulte et al., 2011). The intercellular adherens junctions, therefore, are the major barriers for leukocytes to cross the endothelium (Figure 1B).

## Vascular basement membrane supports force-dependent endothelial junctional remodeling required for leukocyte diapedesis across the endothelium

Actomyosin contraction in EC is required to support leukocyte paracellular transmigration (Garcia et al., 1998; Saito et al., 2002). The stable EC anchorage on the basement membrane via focal adhesions allows contractive force to be transmitted to actomyosin filaments at the cell periphery. It was hypothesized that such force pulling on endothelial junctional proteins helps open the junction for leukocyte passage, but molecular details had been obscure until recently.

Using a Förster resonance energy transfer (FRET) based molecular force sensor module inserted to the C-terminus of VE-cadherin, in which the FRET signal vanishes when the pulling force exceeds 4 pN, it has been elegantly demonstrated that endothelial mechanical force acting on VE-cadherin triggers a cascade of events that allow paracellular passage of a leukocyte (Arif et al., 2021). Multiple tyrosine residues, whose phosphorylation states control different endothelial functions, are present in VE-cadherin. Shown in vivo with knock-in point mutations, dephosphorylation of tyrosine at the Y731 position is required for leukocyte extravasation to inflamed tissues (Wessel et al., 2014). Upon leukocyte docking, EC-leukocyte PECAM-1 homophilic interaction triggers calcium signaling to activate the actomyosin machinery that pulls on VE-cadherin. The pulling force exposes the catenin-shielded Y731 site for dephosphorylation by the phosphatase SHP2 and induces endocytosis of VE-cadherin to loosen the junction for leukocyte passage (Arif et al., 2021; Figure 1B, inset). Since the force magnitude a cell generates correlates to the substrate rigidity (Han et al., 2012), endothelial cells on a soft substrate cannot dephosphorylate Y731, showing force dependence of this process. Fluorescence lifetime imaging microscopy (FLIM) is a technique that measures the lifetime of a fluorophore, defined as the time the fluorophore stays excited, which depends on the fluorophore species and its surrounding microenvironment (Datta et al., 2020). Alteration in the FRET signal, due to the pulled VE-cadherin tension sensor, incurs a shift in fluorescence lifetime detectable by FLIM. FLIM images showed that only the local junction surrounding the passaging leukocyte was being pulled to not compromise the overall junctional integrity (Arif et al., 2021). Since not all junctions within the same EC were pulled, there involves a subcellular spatial restriction to confine the initiating calcium signal near the junction being pulled.

Such a subcellular cue might be provided by the leukocyte locally pressing the endothelial plasma membrane. A recent report describes the involvement of the tension-sensitive cation channel Piezo-1 in transendothelial diapedesis. Leukocyte docking changes the tension in the plasma membrane and provokes calcium influx via nearby Piezo-1 to activate the contractile actomyosin machinery (Wang et al., 2022; Figure 1B, inset). This model implies localized calcium signal, and thus the subsequent actomyosin contraction only occurs close to the leukocyte dock site. One would still need to explain why the leukocyte arrest site is not always the diapedesis site that a leukocyte usually crawls over a distance before beginning diapedesis (Li et al., 2019; Goswami et al., 2017).

There are other endothelial force-dependent processes supporting trans-endothelial diapedesis. Studies suggested directed membranous deposition, termed lateral border recycling compartments (LBRC), to the junction facilitates leukocyte passage. Deposition of LBRC to leukocyte-proximal junction requires force generation by the molecular motor kinesin along anchored microtubules (Mamdouh et al., 2008). Mechanistically, LBRC contains all other diapedesis-relevant junctional proteins but not VE-cadherin, and deposition to junctional site surrounding a transmigrating leukocyte dilutes the local VE-cadherin density and loosens the junction (Mamdouh et al., 2003). Regarding how LBRC spatially coordinates with the passaging leukocyte so that deposition is only directed to the leukocyte-contacted junction, again calcium signaling is involved. With calcium sensor mice that fluorescently visualize calcium signaling, leukocyte diapedesis triggers calcium signaling localized to the proximal junction. In this model, EC-leukocyte PECAM-1 homophilic interaction initiates calcium influx through the nearby calcium channel TRPC6. This activates calmodulin, immobilized at the junction via IQGAP1 binding, and downstream CaMKII to drive junctional deposition of LBRC (Dalal et al., 2021; Figure 1B, inset) TRPC6 can be activated by mechanical stress (Brayden et al., 2008), it might as well be activated by mechanical force exerted by leukocytes like it is the case for Piezo-1. While it is known that kinesin-microtubule machinery can be regulated by calcium signals (Deavours et al., 1998), the molecular details on its coupling to LBRC movement are unclear. Additional open questions, like whether and why LBRC membrane is exclusively from junctional membrane, and how VE-cadherin is excluded from entering this compartment, remain to be explored.

Overall, junction opening during paracellular transendothelial diapedesis involves numerous force-dependent processes and the basement membrane anchors endothelial cytoskeleton to allow force generation in EC.

## Pre-existing barrier weak spots with low laminin-α5 expression guide leukocyte diapedesis

Organized laminin structures known as the ‘diapedesis portals’ in the venular basement membrane directly signal endothelial junctional remodeling to regulate leukocyte diapedesis. Laminins are heterotrimers of the constituent chains (α-, β-, and γ- chains). Laminins α4β1γ1 and α5β1γ1 (laminin-411 and laminin-511) are the major laminins in the vascular basement membrane (Timpl, 1996). In vitro assays showed that laminin-511, but not laminin-411, activates RhoA/ROCK in EC to trigger junctional translocation of VE-cadherin, which stabilizes the junction and suppresses leukocyte transendothelial migration (Song et al., 2017). In the presence of shearing blood flow, laminin-511 also promotes p120 association to VE-cadherin and further stabilizes its presence at the junction (Di Russo et al., 2017; Figure 2A). These junction stabilizing properties of laminin-511 lead to the postulation that, if there are sites on the basement membrane with lower laminin-511 density, endothelial junctions near those sites would be more permissive to leukocyte passage. Such sites have actually been demonstrated.

**Figure 2.**
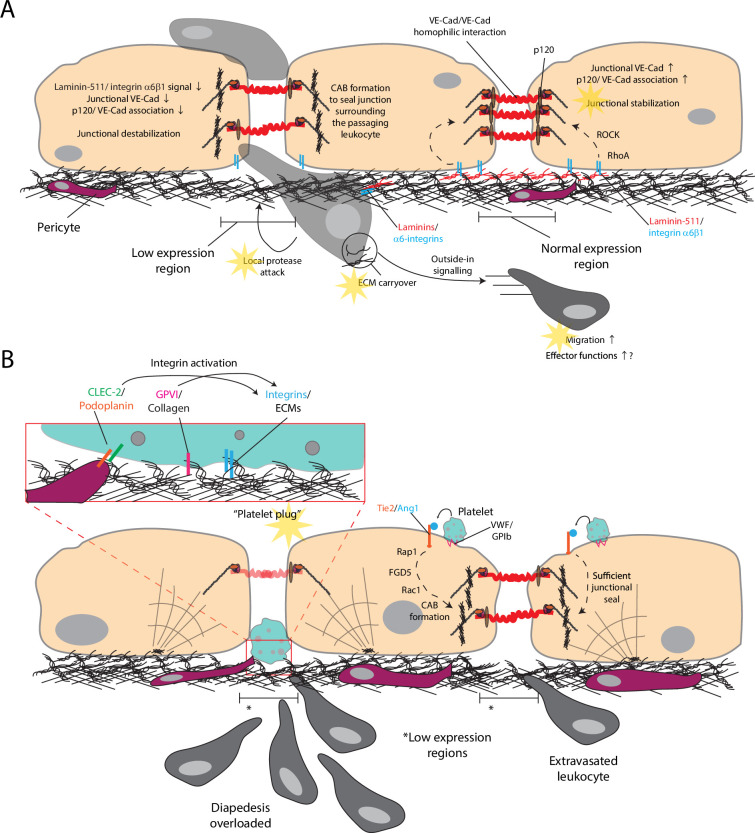
Regions in the vascular basement membrane with low expression of extracellular matrices are hotspots for leukocyte passage. (**A**) Laminin-511 in the vascular basement membrane signals endothelial cells to stabilize junctions via remodeling VE-Cadherin trafficking and interaction with associated intracellular stabilizing proteins. In the low expression regions, reduced local density of laminin-511, and thus the signaling to endothelial cells, loosens endothelial junctions to ease leukocyte diapedesis. (**B**) Typically, platelet-endothelium Ang1-Tie2 interaction keeps junctions surrounding the passaging leukocyte tight to prevent leak. However, over-usage of low expression regions exposes the basement membrane for partial platelet activation, generating a plug to prevent extravasation-associated vascular leak. Faint yellow stars, processes regulated by specific ECM proteins from vascular basement membrane. Dashed line, multi-step signaling processes.

Careful and detailed examination of the venular basement membrane ultrastructure by confocal microscopy with 3D reconstruction revealed that ECM component distribution is uneven and patchy with regions of low expression of laminin-511, laminin-411, nidogen, and type-IV collagen Wang et al., 2006; Voisin et al., 2010. The spatial analyses revealed the luminal sides of these low expression regions are close to endothelial junctions, whereas the abluminal sides are typically not occupied by pericytes (Wang et al., 2006; Figure 1B). The reduced laminin-511 density at these regions locally ‘loosens’ the proximal luminal endothelial junctions for easier leukocyte access. Indeed, leukocyte diapedesis events were observed close to these low expression regions (Wang et al., 2006; Sixt et al., 2001). Trans-basement membrane diapedesis through these sites still requires α6 integrin to allow migration on laminins and protease activity to ‘drill through’ the basement membrane (Dangerfield et al., 2002; Wang et al., 2005; Figure 2A). In mice lacking laminin-α4, there is a compensatory upregulation of laminin-α5 resulting in a less patchy expression in the basement membrane. These mice consequently largely lack laminin-α5-low expression regions, and the resulting reduction in leukocyte extravasation confirms the facilitative role of the low expression regions (Song et al., 2017; Wu et al., 2009).

The exact mechanism how these low expression regions are formed in the first place remains elusive. One possibility is that these low-expression regions might be remnants of previous diapedesis events, which involve protease activities. As neutrophils pass through these low expression regions, these regions transiently enlarge with protease involvement including neutrophil elastase; the sizes recover to basal level over time (Wang et al., 2006; Voisin et al., 2019). The enlargement is at least in part related to deformability of the leukocyte since the passage of the more rigid neutrophils, but not the more flexible monocytes, resulted in low expression region enlargement (Voisin et al., 2009). In parallel, gaps between pericytes on the abluminal side of the basement membrane enlarge (Proebstl et al., 2012). An implication of these observations is that pericytes may have stretched these low expression regions in the basement membrane to enlarge them. Alternatively, the gap enlargement might be due to stretching by the rigid neutrophils or proteolytic activities followed by ECM redeposition. Direct visualization remains to be demonstrated, potentially by live confocal imaging and fluorescently labeled leukocytes, basement membrane, and pericytes. Whether and which component(s) of the basement membrane could be labeled by fluorescent proteins without disrupting its native organization remain to be investigated. It is unclear whether de novo deposition or the postulated basement membrane stretching by pericytes contributes to the recovery. If de novo deposition is involved, it remains to investigate how the deposition is controlled as not to bury and destroy these sites.

## How do leukocytes overcome barriers without vascular leak?

During paracellular transendothelial diapedesis, only the endothelial junction surrounding the passaging leukocyte is loosened. When asked if such localized junctional destabilization alone is sufficient to avoid vascular leak, it seems not to be the case. Complementary mechanisms must be involved, or the diapedesed leukocyte would leave a confined but leaky pore behind. This diapedesis pore must be sealed, either by endothelial junctional remodeling immediately behind the passing leukocyte or by a simple plug to prevent leak. This essential seal is provided by platelets. The vascular basement membrane coordinates these platelet processes through transient exposure of collagens or providing a structural support enabling force-dependent endothelial junctional remodeling.

In thrombocytopenic mice, which lack circulating platelets, skin inflammation induced by either UVB, croton oil, or immune complex (reverse passive Arthus reaction) caused bleeding at the inflamed site. This bleeding can be reduced by either leukocyte depletion or suppression of leukocyte-endothelial interaction via rolling/adhesion blockade or chemokine neutralization. Importantly, bleeding spots colocalized with extravasation sites, and specific blockade of leukocyte diapedesis with VE-Cadherin Y731F point mutation reduced bleeding. These suggest leukocyte diapedesis in the absence of platelets caused the bleeding (Hillgruber et al., 2015). Similar inflammatory bleeding could be observed in GPVI-/- mice whose platelets are present in blood but do not express GPVI (Gros et al., 2015). GPVI is an ITAM-containing receptor that signals via downstream Syk and Btk and activates platelets upon binding collagen, which is present in the vascular basement membrane or in tissue. Transfusion of untreated, but not Syk or Btk inhibited, wild-type platelets to GPVI-/- mice rescued the inflammatory bleeding, indicating GPVI/Syk/Btk signaling is required (Gros et al., 2015). These findings imply platelet contact with the collagenous vascular basement membrane signals and activates platelets via GPVI to plug the diapedesis pore left by the extravasated neutrophil. This has been recently directly visualized in a skin immune complex vasculitis model with real-time 4D intravital confocal microscopy that single platelets immediately adhered and plugged the blood vessel at the exact diapedesis site utilized by the passaging neutrophil. Examination of ultra-structures with transmission electron microscopy found granules in the plugging platelets, suggesting these platelets had not been fully activated and degranulated (Currie et al., 2022). Consistently, a previous report showed platelet granules are not required for bleeding prevention in this inflammation model (Deppermann et al., 2017). Simultaneous antibody blockade of both GPVI and CLEC-2 resulted in much more bleeding, as well as more platelet leakage to extravascular space beyond the basement membrane, than GPVI single blockade (Currie et al., 2022). CLEC-2 binds podoplanin that is present on pericytes but normally not on EC nor in the basement membrane. Since both GPVI and CLEC-2 are activating receptors and platelet adhesion on the underlying basement membrane ECM likely involves integrins, GPVI, and CLEC-2 probably concert in transmitting inside-out signaling for integrin activation to support adhesive plugging (Figure 2B).

There is another mechanism where platelets prevent vascular leak via endothelial junctional remodeling. Inflamed ECs display von Willebrand factor (VWF) on the apical surface allowing platelet interaction (Lowenstein et al., 2005; Bernardo et al., 2005). VWF binding via GPIb activates platelets to luminally release angiopoietin-1 which activates Tie-2 (Braun et al., 2020; Chow et al., 1992; Bryckaert et al., 2015). Activated Tie-2 in EC phosphorylates downstream Rap1 and FGD5, which serves as a guanine exchange factor for Rac1 and Cdc42 to suppress stress fibers (SF) and to promote circumferential actin bundles (CAB; Frye et al., 2015; Braun et al., 2019). With a stable anchorage on the basement membrane such that tension of actin filaments could be exerted on junctions, CAB strengthens, whereas SF loosens endothelial junctions (Figure 2B). Endothelial conditional knockout or siRNA knockdown of Tie-2 phenocopied neutrophil diapedesis induced bleeding observed in thrombocytopenic mice (Braun et al., 2020). How this junction sealing process coordinates with leukocyte passage is unclear, or it just constantly seals any junctional pore incurred by leukocyte diapedesis.

If this Tie-2 centered mechanism is in place, why is platelet plugging necessary in immune complex-mediated inflammation to prevent diapedesis-mediated bleeding? It was found that platelet plugging occurred not at random diapedesis sites but was concentrated at hotspots experiencing on average 4 successive neutrophil diapedesis events (Currie et al., 2022). It thus appears that this Tie-2 mechanism is the default measure to seal the diapedesis pore, but may not catch up to the pace of leukocyte diapedesis in some inflammatory scenarios. On the other hand, leukocytes tend to take the partially breached, easier route for diapedesis. When the diapedesis breach overwhelms the Tie-2 mechanism to an extent that exposes the collagenous basement membrane, the platelet plug serves as the final defence line to prevent bleeding (Figure 2B).

Both Tie-2 and the downstream FGD5 are substrates of the inhibitory phosphatase vascular endothelial protein tyrosine phosphatase (VE-PTP). The Tie-2 mechanism could likely be strengthened by suppressing VE-PTP activity to counter vascular destabilization in inflammatory conditions with too rapid leukocyte extravasation. This approach has been shown to be beneficial in other vascular pathologies (reviewed in Vestweber, 2021). Alternatively, there have been proposals to use platelets as a drug delivery vehicle to tumors exploiting the thrombotic leaky tumoral vasculature (Nishikawa et al., 2014; Li et al., 2016). As both luminal VWF binding and the platelet plug involve partial platelet activation, similar platelet engineering approaches may be attempted to deliver inflammatory modulators in inflammatory diseases.

After overcoming the endothelial and basement membrane barriers, leukocytes reach the inflamed tissue to perform a multitude of functions. Instead of one-off barrier-crossing events, recent researches propose that previous endothelial and ECM interactions might impose lasting modulatory effects on leukocyte functions in tissue. In tissue, leukocytes are exposed to plenty of ECM components that interactions further affect leukocyte behaviors in tissue. All these dynamic events integrate to the decision on the tissue inflammation status: to sustain or to resolve the inflammation. A proper decision is crucial to avoid failed defence responses or detrimental chronic inflammation. The following sections will describe and discuss these pivotal aspects influencing the inflammation fate.

## Barrier passages modify leukocyte functions in tissue via biophysical stress, proteolysis, selective leukocyte passage, and spatial access to functional regulators

When a leukocyte diapedeses through the endothelial barrier, the cell body is heavily deformed with endothelial junctional proteins constantly tightening up the endothelial-leukocyte cell surface interface to prevent leakage. Similar deformation is recorded when a leukocyte passages through the basement membrane barrier with the use of barrier-degrading proteases. These are biophysically and biochemically intense processes that might change the functional phenotype of the extravasated leukocyte. In addition, unique cellular interaction with EC or material interaction with the otherwise shielded basement membrane during extravasation may also modify leukocyte functions. Growing evidence has supported this view.

It has been recently shown that in neutrophils, ‘squeezing’ through confined space, corresponding to either the endothelial or basement membrane barrier in vivo, activates the tension sensor Piezo-1 to trigger calcium signaling and to upregulate expression of the cytotoxic hydrogen-peroxide-producing enzyme NOX4 (Nisimoto et al., 2014), resulting in increased bactericidal activity (Mukhopadhyay et al., 2024). Proteolytic activities involved during trans-basement membrane diapedesis of neutrophils resulted in carryover of laminin bits on cell surface after arriving at tissues (Wang et al., 2006; Voisin et al., 2009). While these bound laminins are bioactive as aforementioned, it is unclear whether they modulate neutrophil functions or interfere with crosstalk to other cell types. A potential hint comes from a similar carryover event with lumican, which is expressed by endothelial cells but not neutrophils. Lumican fragments were found on extravasated peritoneal neutrophils, but not on pre-extravasated blood or bone marrow neutrophils, and supported chemotactic migration and intra-tissue agility (Lee et al., 2009; Figure 2A). The enhanced motility likely involves lumican/Mac-1-mediated outside-in signaling. While outside-in signaling promotes leukocyte effector functions such as proliferation, cytokine production, myeloid degranulation, and phagocytosis, it remains to be formally tested whether leukocytes with lumican carryover show enhancement in these functions. Since laminin carryovers are also bound via integrins, modulation of outside-in signaling might represent a common mechanism of how ECM carryovers modify leukocyte functions. Another possibility is that lumican carryover might sensitize inflammatory responses as it bridges macrophage CD14 and bacterial LPS for better presentation to TLR4 (Wu et al., 2007).

For monocytes, any functional influence by extravasation may occur immediately at the level of the monocyte, during macrophage differentiation, or at the level of differentiated macrophage. A previous study showed that following trans-basement membrane diapedesis, some extravasated monocytes remained associated with the basement membrane where laminin-511 promotes transition of Ly6C^+^MHC-II^lo^ monocytes to Ly6C^-^MHC-II^hi^ macrophages (Li et al., 2020). While this function is consistent with the perivascular macrophages abundantly seen, it is unclear whether this differentiation boost is possible because passaging monocytes are in contact with the basement membrane in the first place, or monocytes have a natural tendency to migrate towards blood vessels. The latter scenario would argue this basement membrane function is standalone and does not require the extravasation process, that basement membrane laminin-511 would support monocyte differentiation even if monocytes are artificially injected into tissue. Either way, physiologically, exposure to laminin-511 in the basement membrane is only possible after extravasation.

Besides, monocyte/macrophage functions are affected by ontogeny (embryonic progenitor derived versus bone marrow derived) and lineage origins (Lavine et al., 2014; Li et al., 2022a). Previously described with inducible lineage tracing mice, the hematopoietic stem cells in bone marrow are partially derived from PDGFRα^+^ mesenchymal progenitors transiently present during embryonic day E7.5-E8.5 (PDGFRα-lineage; Ding et al., 2013). As a result, about one-fourth of circulating monocytes is from the PDGFRα-lineage. Interestingly, vasculatures in skin and colon selectively prefer extravasation of PDGFRα-lineage Ly6C^+^ monocytes. The responsible molecules nevertheless remain unclear. After differentiation to macrophages, PDGFRα-lineage cells show reduced DC-like characters and express a lower level of level of the inflammatory *Il1b* transcripts, suggesting less involvement in activating cellular engagement (Li et al., 2022b). Further mechanistic understanding of how PDGFRα-lineage macrophages are tilted to a less activating phenotype shall reveal new perspectives in inflammation control.

Collectively, functions of neutrophils and monocytes are modulated either directly via signaling events incurred by the extravasation processes, via selective extravasation of a leukocyte subset, or via novel access to function-modulating materials in tissues (Figure 3).

**Figure 3.**
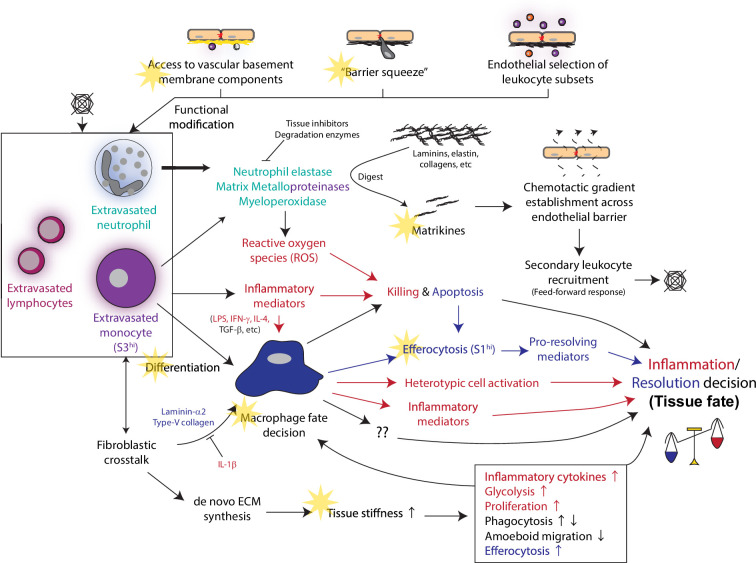
Extracellular matrices regulate various extravasated leukocyte activities in tissue and influence fate decision of the inflamed tissue. Biophysical and biochemical cues experienced during vascular barrier passage modify functions of extravasated leukocytes in tissue. Leukocytes also gain access to regulatory ECM components on the abluminal side of the vascular basement membrane as well as in tissue. Enzymes produced by leukocytes cleave their respective target ECM components to generate chemotactic matrikines leading to secondary leukocyte extravasation. Besides directly executing inflammatory functions, cytokines produced by leukocytes regulate ECM production by tissue stromal cells, which modulate tissue stiffness and leukocyte functions via mechanosensing. These dynamic leukocyte-ECM interactions and activities integrate to the tissue fate decision between sustained inflammation and resolution. Faint yellow stars, processes regulated by ECM proteins from vascular basement membrane or in tissue.

## Leukocyte proteases fragment tissue ECM to generate matrikines which promote secondary leukocyte trafficking

Proteases are powerful weapons utilized by innate leukocytes, especially neutrophils, to fight inflammation triggering invading pathogens after tissue entry. Extravasated neutrophils have experienced the ‘squeeze’ by the endothelial and basement membrane barriers and hence exhibit even stronger aggression towards pathogens. Delivery of neutrophil proteases stored in intracellular granules could take several forms. Besides the typical degranulation, neutrophils may choose to release neutrophil extracellular traps (NET) which comprise histone-bound chromatin, proteases, and additional offensive enzymes such as the reactive oxygen species (ROS) generating myeloperoxidase (Brinkmann et al., 2004). While a neutrophil cannot survive chromatin loss, in exchange, the sticky NET efficiently entangles pathogens for concentrated protease attack. Alternatively, proteases may be released as exosomes where individual molecules are oriented to resist antiprotease actions and to achieve stronger activities than free proteases (Vargas et al., 2016; Genschmer et al., 2019). However, protease activities not only destroy pathogens but also tissue ECM. Excessive protease activities could damage tissue integrity, as observed in chronic inflammation such as cystic fibrosis and chronic obstructive pulmonary disease (Genschmer et al., 2019).

Breakdown of tissue ECM produces a class of biologically active ECM degradation products termed matrikines that regulate leukocyte trafficking. These matrikines are often small enough to permeate the endothelial barrier to form a functional chemotactic gradient in vivo. Interestingly, a matrikine tends to promote chemotaxis of the leukocyte type releasing its synthesizing protease(s), constituting a feed-forward positive feedback loop (Figure 3).

Proline-Glycine-Proline (PGP) is a tripeptide derived from collagen under actions of neutrophil protease MMP-8/9 and prolyl endopeptidase (Gaggar et al., 2008). Acetylation at the N-terminus of PGP enables chemotactic activity for neutrophils via binding chemokine receptor CXCR1/2 (Pfister et al., 1995; Pfister et al., 1998; Weathington et al., 2006). This binding is explained by the structural similarity between PGP/CXCR2 and the binding of the cognate ligand KC to CXCR2 (Weathington et al., 2006). Leukotriene A4 hydrolase (LTA4H), which generates the well-known strongly chemotactic leukotriene B4, serves a surprising function to degrade PGP (Gaggar and Weathington, 2016). Another peptide corresponding to the 597–618 region of human laminin-γ2 chain was found to be chemotactic for neutrophils. Release of this peptide requires neutrophil elastase activity (Mydel et al., 2008). Proteolytic cleavage of elastin, abundantly found in elastic tissues such as skin and lung, by macrophage MMP-12 produces a hexapeptide VGVAPG to chemoattract monocytes via binding S-Gal receptor (Senior et al., 1984; Taddese et al., 2009). Laminin-511 in the vascular basement membrane potentially produces matrikines. A synthetic peptide (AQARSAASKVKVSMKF) derived from laminin-511 chemoattracts neutrophils and monocytes in vitro (Adair-Kirk et al., 2003). But it is unknown if this fragment is physiologically generated and if bioactivity requires exact sequence and length.

Besides myeloid leukocytes, in vivo, matrikines in tissue appear to be effective to chemoattract T cells as well. Although this implies targeting matrikine regulation could simultaneously regulate T cell traffic, the effect might be indirect. For example, in a vasculitis model where human arteries were implanted and inflamed subcutaneously to immunodeficient mice, systemic administration of PGP increased extravasation of both T cells and monocytes. However, monocyte or macrophage activity of MMP9 facilitates T cell migration, presumably by cleaving collagen-IV in the vascular basement membrane during extravasation (Watanabe et al., 2018). In human myeloma and colorectal cancer, tumors showing strong proteolytic activities on versican correlate to CD8^+^ T cell infiltration. Versican, solely produced by macrophages, is cleaved by stromal cell-derived protease ADAMTS1 to generate a N-terminal matrikine fragment termed versikine (Hope et al., 2016; Hope et al., 2017). Further in vitro analysis, however, suggested that versikine alters macrophage cell state, which leads to production of T cell chemokines by tumor cells (Hope et al., 2016). Interestingly, intact versican and versikine appear to have inverse effects on inflammation since the intact form promotes anti-inflammatory IL-10 production while the fragment promotes inflammatory IL-1β production in macrophages (Hope et al., 2016; Tang et al., 2015).

Matrikines are regulated by intra-tissue availability of synthesis and degradation enzymes, as well as their regulators. For example, the presence of low-molecular weight hyaluronan stimulates tissue MMP-9 expression (Fieber et al., 2004) and may promote formation of PGP. Smoking strengthens macrophage expression of MMP-12 and suppresses the degradative LTA4H activity in lung, which could respectively promote accumulation of VGVAPG and PGP (Woodruff et al., 2005; Noerager et al., 2015). Bioactivity of MMPs, which are typically secreted as latent proproteins, requires activation. The zinc ion at the catalytic site, which is otherwise shielded by the thiol group of a cysteine residue of the pro-domain, needs to be exposed. Detailed activation mechanisms vary by the MMP species and are not fully known, but could involve cleavage of the pro-domain by furin or an active MMP or allosteric exposure of the catalytic site (Springman et al., 1990). On the other end, active MMPs could be inactivated by tissue inhibitors of metalloproteinases (TIMPs). Thus, matrikines contribute to secondary leukocyte recruitment caused by protease activities of extravasated leukocytes and further potentiate leukocyte activities in tissue. The multi-level regulation of matrikine ana-/catabolism implies their contribution to leukocyte activities in tissue likely varies by diseases; further investigations shall identify common features of conditions where managing matrikine-induced secondary leukocyte trafficking presents benefits against diseases.

## Tissue stiffness provides biophysical cues to modify extravasated leukocyte activities

On the contrary, instead of ECM degradation, there are disease conditions like skin keloid, bleomycin-induced pulmonary fibrosis, and liver fibrosis (cirrhosis) where inflammatory activities of extravasated leukocytes promote amorphous collagenous deposition and harden the tissue. Keloid is considered a form of pathological scarring where initial wounding does not properly resolve but persists as chronic inflammation with undesirable accumulation of ECM. Without knowing the exact cause, multiple leukocyte types (including macrophages, mast cells, and regulatory T cells), growth factors and cytokines that promote fibroblast proliferation (TGF-β, PDGFs, FGFs) and angiogenesis (FGFs, VEGFs), and additional pleiotropic cytokines (IL6, IGF-1) contribute to this condition (Lee et al., 2023). Similarly, following an injury by excessive bleomycin, restless leukocyte activities in lung stimulate overgrowth of ECM-secreting fibroblasts. Cirrhosis could be caused by a variety of conditions, such as viral infection, prolonged alcohol overconsumption, bile flow obstruction, diets, and metabolic malfunctions, which lead to chronic hepatitis and fibroblast activation generating scar tissues in the liver. Further disease progression and functional decline could lead to liver failure and cancer. ECM build-up in these pathological scenarios alters tissue stiffness that translates to profound impacts on leukocyte functions (Figure 3).

Many leukocytes are mechanosensitive and change their behaviors according to the surrounding stiffness. Analogous to the EC-basement membrane binding described earlier, leukocytes bind the surrounding ECM substrates via focal adhesion to transmit the mechano-signals. In general, tissue hardening due to ECM accumulation drives inflammatory functions of leukocytes. Monocytes and T cells enhance their secretion of inflammatory cytokines in a stiff environment (Saitakis et al., 2017; Fahy et al., 2019). Most leukocytes migrate in amoeboid fashion in normal tissues. A study has shown that macrophages adopted this migration mode only on soft substrates (<88 kPa); on stiffer substrates (323 kPa), cells instead exhibited podosome-dependent migration (Sridharan et al., 2019). Many other leukocyte qualities relevant to inflammation, such as proliferation, glycolytic metabolism, and sensitivity to stimulus, are promoted by stiff substrates (Chakraborty et al., 2021). Phagocytic capacity may also be modulated by stiffness, but contradicting reports exist (Sridharan et al., 2019; Adlerz et al., 2016). One reason for this is that stiffness regulates the expression of specific phagocytic receptors and could differently affect phagocytosis towards different targets. Macrophage mannose receptor (CD206), which binds and supports endocytosis of ovalbumin, was downregulated on a stiffer substrate (12–50 kPa), when compared to a softer substrate (2 kPa). Accordingly, ovalbumin phagocytosis was reduced on the stiffer substrate, but transferrin endocytosis was unaffected (Mennens et al., 2017). Interestingly, this is an effect triggered only by medium stiffness since cells cultured on hard plastic (3 GPa) expressed more CD206. Such a non-linear effect on phagocytosis and the different ranges of substrate stiffness studied may explain the discrepancy between reports. In parallel, non-linear cellular responses to substrate stiffness have also been observed in regulatory T cells. Under induction conditions for regulatory T cells, regulatory T cell transition from helper T cells was more effective on a softer (<860 kPa) substrate than a stiffer (2600 kPa) one (Shi et al., 2024). However, in an even softer range of substrate stiffness (7.5–140 kPa), regulatory T cell formation was supported by the stiffer substrates via upregulating oxidative phosphorylation (Shi et al., 2023). Similarly, such non-linear stiffness responses have also been reported with helper and cytotoxic T cells (Hickey et al., 2019; Yuan et al., 2021). Of note, while stiffness responses by T cells require actomyosin cytoskeleton, partial inhibition of the actin polymerization, which slows remodeling or mechano-transduction, shifted the optimal stiffness. This optimal stiffness is also affected by the density of stimulatory ligands acting on T cells (Yuan et al., 2021). Empirically, tissue hardening often correlates to more severe inflammation. However, the non-linear stiffness responses described above imply that tissue stiffness might cooperate with many other response-modulatory factors to effect on leukocyte functions, and that its influence deserves to be examined in a disease-specific manner. In vivo studies of stiffness effects (e.g. hydrogel implantation), however, could be tricky without causing, or at least consideration of, structural disruption of the native tissue environment.

## Macrophage efferocytosis regulated by ECM is critical to timely subside inflammation and restore tissue homeostasis

To avoid these pathological events caused by abnormal and prolonged leukocyte activities, inflammation must be timely tamed as soon as the triggering pathogen is cleared. While pathogen removal reduces inflammatory reaction, many of the reactions triggered, such as the matrikine response and stiffness-driven inflammation, are self-sustaining. Active processes must be involved to stop inflammatory propagation.

Since neutrophils, which are the first to arrive at the inflamed tissue, have a relatively short lifespan (in days), a considerable number of apoptotic neutrophils has been accumulated by the time of pathogen clearance. Somatic cells damaged by inflammatory mediators add to the apoptotic counts. Macrophages are responsible for clearing up these dying cells to prevent necrotic release of intracellular materials that can trigger secondary tissue damages. Macrophages sense the chemotactic materials released by apoptotic cells and migrate towards them. Different from endocytosis of soluble and smaller particles, engulfment of apoptotic cells, either directly via receptor binding or indirectly via bridging adaptors, evokes intracellular signaling programs to acquire a pro-resolving cell state. This process, termed efferocytosis, produces anti-inflammatory mediators, such as IL-10 and resolvins, as end products (Kourtzelis et al., 2019; Figure 4) Efferocytosis thus serves as a switch for transiting inflammation to resolution. However, acquisition of the efferocytic phenotype is under competition of other fate guiding signals such as pathogen-derived LPS, IFN-γ, TGF-β, IL-4, and IL-1β, which promote killing responses, cross-activate other leukocytes like class-II helper T cells, or reduce tissue availability of efferocytic supportive signals (Nathan et al., 1983; Stein et al., 1992; Mills et al., 2000; Figure 3).

**Figure 4.**
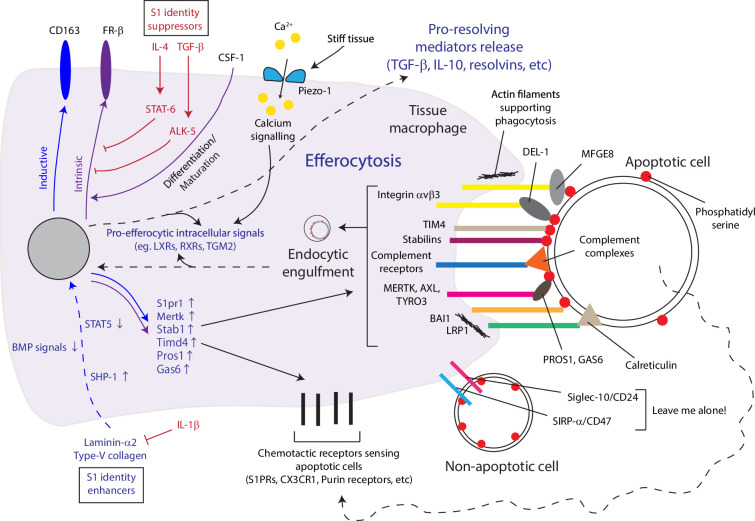
Efferocytosis exhibited by macrophages of strong S1 identity is an active driver of inflammation resolution and is regulated by specific extracellular matrices. Macrophages sense chemotactic materials released by apoptotic cells via an array of receptors to migrate towards and engulf them. Engulfment is mediated by receptor recognition of phosphatidylserine exposed on apoptotic cells either directly or through sandwiching adaptors. Non-apoptotic cells avoid engulfment via specific receptor complexes. Intracellular processing of endocytosed apoptotic cells activates efferocytic programs and releases anti-inflammatory mediators. Efferocytic macrophages show strong S1 identity, and the efferocytic capacity is under regulation by external signaling crosstalk with cytokines and extracellular matrices.

Efferocytosis could be facilitated with soluble factors produced by other cell types. Shown in ligation-induced periodontitis and monosodium urate crystal-induced peritonitis models, EC produces soluble DEL-1 that bridges phosphatidylserine exposed on apoptotic cells and integrin β3 on macrophages to ease recognition of target cells and facilitate efferocytic responses (Kourtzelis et al., 2019; Choi et al., 2008). Recently, fibroblastic ECM has been shown to guide monocyte differentiation to macrophage of strong efferocytic capacity in a vitamin D3 analogue-induced atopic dermatitis model. In skin, monocytes mainly extravasate in hypodermis where laminin-α2 isoforms colocalize with type-V collagen. These ECMs activate the phosphatase SHP1 to suppress STAT5 activity during CSF-1-driven differentiation to form folate receptor β (FRβ)/CD163+S1 macrophage, with high expression of both chemotactic and efferocytic receptors towards apoptotic cells (Li et al., 2024). Previous studies showed that macrophages respond to BMP signaling (Zhao et al., 2022; Ihle et al., 2024) and endogenous BMP signals may also be involved in forming S1 macrophages. Like STAT5, suppressing BMP signals directly induced the S1 phenotype and prevented further induction by ECM. Boosting S1 differentiation with exogenous laminin-211 resolved atopic dermatitis; failure to form sufficient S1 macrophage, on the other hand, induced eosinophil maladaptation, tilting the dermatitis away from resolution.Li et al., 2024 Intriguingly, while tissue hardening due to ECM build-up generally supports inflammation, a recent study showed that it also enhances macrophage efferocytosis via Piezo-1 activation, serving as an apparent countermeasure for the stiffness-induced inflammatory responses (Wang et al., 2024; Figure 4). Efferocytosis effectors have been proven beneficial in various experimental infections in the peritoneal cavity, liver, gastrointestinal tract, lung, and even the brain (Dalli, 2017). This process, therefore, presents an avenue for prospective clinical modulation of inflammatory diseases as reviewed in Mehrotra and Ravichandran, 2022.

However, efferocytic macrophages might not be protective in all scenarios. In the kidney, CD206+macrophages with transcript expression characteristics of the efferocytic S1 macrophages have been shown to cause renal fibrosis (Cheung et al., 2022; Zimmerman et al., 2019). In line, the S1-promoting niche laminin-α2 was found to accumulate in the fibrotic kidney in a genetic model of Alport disease (Delimont et al., 2014). The hardening fibrotic renal tissue may further promote efferocytosis via Piezo-1 activation as well. Taken together, while both pro-inflammatory and pro-resolving mediators co-exist in the inflamed tissue, accumulative cell apoptosis acts as a timed switch to provoke efferocytosis which gradually tips the balance towards the resolving side. While efferocytosis modulation has immense therapeutic potential, caution must be taken in a pathology-specific manner to evaluate its impacts on the disease.

## Prospects in inflammatory tissue fate modulation via navigating macrophage cell states

The central role of macrophage efferocytosis in determining tissue inflammation fate and the beneficial effects presented by efferocytosis effectors in numerous pathologies Dalli, 2017 emphasizes vast therapeutic potential of this type of macrophage and tempts medicine development to boost its formation. Although we showed that type V collagen and α2-laminins could serve this purpose, Li et al., 2024 their massive molecular structures hinder therapeutic uses. Rather, the downstream inactivation of STAT5 may be a more accessible target. Besides efferocytosis, this type of macrophage likely serves other functions, and whether these additional functions are beneficial, or at least unharmful, in all pathologies is debatable. It should be noted that pathological roles of macrophages have been frequently reported. Such a dual nature of macrophage cell state necessitates accurate control of macrophage cell state in pathology-specific manner. To effectively identify beneficial macrophage states with therapeutic potentials in various pathologies and to navigate other macrophage states to that direction, ideally, there is a coherent descriptive platform for macrophage cell states, each annotated with guiding regulators. Under such a unified platform, macrophage states responsible for producing various aforementioned ECM regulators that tip the fate decision of tissue inflammation could be clarified. Nevertheless, this apparently simple task is particularly challenging for the extreme phenotypical diversity macrophages present in vivo.

Since the last century, flexibility in macrophage response has been demonstrated in vitro: IFN-γ triggers a classical activation response, Nathan et al., 1983 and IL-4 triggers an alternative response marked by mannose receptor upregulation (Stein et al., 1992). In 2000, the concept of M1/M2 first emerged to describe different in vivo macrophage tendencies using arginine to produce either cytotoxic nitric oxide (M1) or ornithine (M2) in different mouse strains. Mills et al., 2000 Later studies associated M1 with the classical response, inflammation, and cytotoxicity, and M2 with the alternative response and anti-inflammation. Analyzing more in vitro stimulus-specific macrophage responses found the M1/M2 dichotomy over-simplistic, and M2 response was subdivided into M2a, M2b, M2c, and M4 (Mantovani et al., 2004; Gleissner et al., 2010). It has now been recognized that this conventional M1/M2 response scheme is insufficient to capture in vivo macrophage responses (Orecchioni et al., 2019). Transcriptome-wide analysis of tissue macrophages in bulk attributed the complex macrophage states in vivo to their adaptive responses to the diverse tissue microenvironment (Suzuki et al., 2014; Lavin et al., 2014). In an effort to comprehend the complex in vivo macrophage cell states with common principles shared by all tissues, we performed a meta-analysis on published single-cell macrophage transcriptomes from various pathophysiological tissues and found macrophage populations shared between tissues in addition to reported tissue-specific macrophages. These shared macrophage populations could be segmented to five pan-tissue core identities (S1 to S5, defined by gene fingerprint). Under this framework, the macrophage transcriptomes and the identity kinetics during various pathologies were summarized in an archive termed Macrophage Identity Kinetics Archive (MIKA; Li et al., 2024). In order to cover more tissue types and conditions, we have expanded the archive to include 15 tissues with 20 pathophysiologies. 

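One dataset of the expanded archive is a single-cell RNA-seq experiment on dorsal skin of male mice aged 9 or 108 weeks. Cells positive for the macrophage marker F4/80 and high for MHC class II were sorted, and 1 droplet-based library was made per age from the pooled cells of 2 mice. The authors deposited the UMI counts, the numbers of distinct RNA molecules per gene and cell, of both libraries in 1 matrix written by cellranger 4.0.0. The matrix holds 32285 genes and 5257 barcodes with 56204601 UMIs in all. A barcode suffix separates the 2 libraries, but neither the sample labels nor the paper ties a suffix to an age, so that the ages are pooled in the values given at the claims. The library with suffix 1 has 3235 barcodes and 35821853 UMIs, and the library with suffix 2 has 2022 barcodes and 20382748 UMIs. The filter kept 3797 cells with at least 500 genes and 1000 UMIs and at most 10% mitochondrial UMIs, with a median of 10870 UMIs. Of the barcodes, 1149 exceeded the mitochondrial limit. Scrublet marked 6 cells as doublets, all of the library with suffix 2, which leaves doublets largely untreated. The remaining 3791 cells formed 31 clusters on variable genes that left out 50 genes named in the text, but not all ECM genes. Clusters were named from marker lists fixed before the data were examined, whereas the naming rule was chosen afterwards. UMI sums per class are given as CPM, counts scaled to 1000000 UMIs per class, with exact 95% Poisson intervals, shares with exact 95% Clopper-Pearson intervals, and both cover counting error only. Where a count is 0, the limit given is that of 3 counts, which lies below the upper end of the exact interval. With 1 library per age and pooled cells, no test between ages was made. Between classes of cells, only a chance for Mmp12 was worked out, which was chosen after the data were seen. Gene positions are those of GENCODE vM21 on GRCm38, matched by gene identifier, while the build behind the counts is not given in the sources used here.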

During this expansion, we found additional pan-tissue cell states closely associated with the S1 identity. To address these S1 strays, we have replaced the original S4 identity, which has limited cell state defining efficiency, with two new core identities (new S4 and S6 identities). 

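In the skin dataset, 1889 of the 3791 analysed cells (49.8%, 48.2 to 51.4) lay in 10 clusters with a macrophage, Langerhans or dendritic cell profile, here called macrophage cells. Of these, 410 cells (21.7%, 19.9 to 23.6) were S1-like, 344 (18.2%, 16.5 to 20.0) were S3-like and 24 (1.27%, 0.816 to 1.88) were S4-like. A further 21 cells were mature dendritic-like. The other 1090 macrophage cells (57.7%) lay in 6 clusters that stayed unnamed. One of them, of 245 cells, scored 1.32 on the S2 markers and 1.38 on the Langerhans markers, too few of which were raised for the Langerhans list to count. It took the S2-like name in 93 of 100 Poisson redraws of the counts, below the 95 required. No cluster was S5-like or S6-like, and a count of 0 allows a share of up to 0.159%, although the naming rule limits this more than the count does. The S3-like cluster was led by Spp1, with Gpnmb, Ly6c2 and Plac8 and the interferon response genes Irf7, Oas3 and Ifit3 also among its leading genes, and the S4-like cluster by the cytokine genes Ccl3, Ccl4 and Il1a. Of the 24 S4-like cells, 21 came from 1 library. The S1-like share moved most when every macrophage cluster was named by its highest correlation with Supplementary file 3, to 45.5%. The part of that file used here leaves out 69833 of its 71832 rows.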

The current MIKA thus has six core identities in addition to tissue-specific macrophages (Figure 5A, Appendix 1 and Supplementary files 1-3).

**Figure 5.**
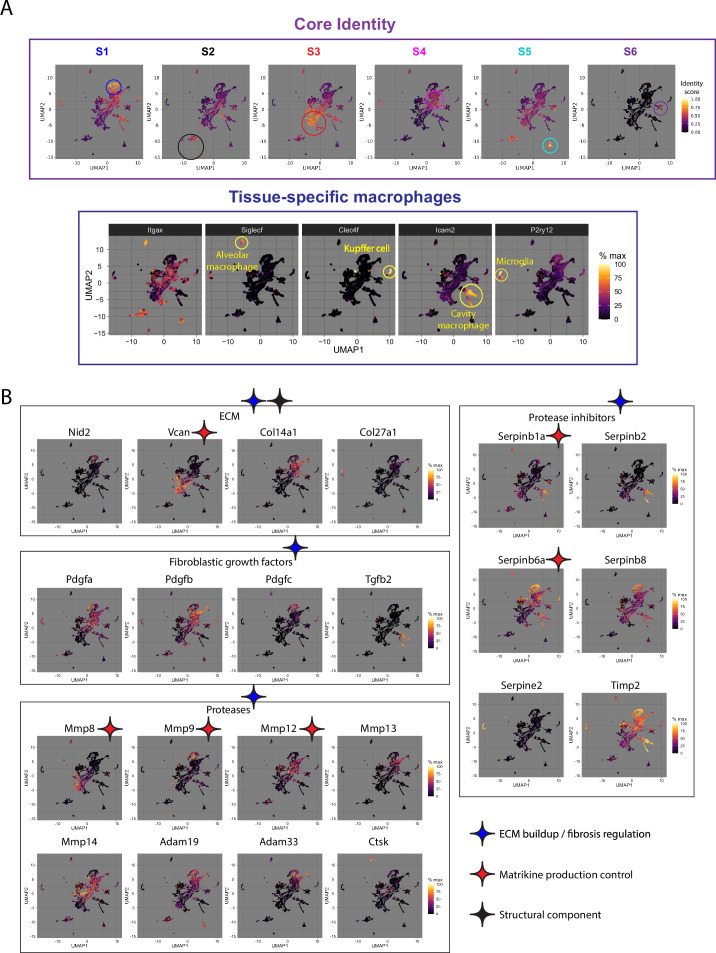
Extracellular matrix functional effectors are regulated by specific identities of tissue macrophage. (**A**) Under the pan-tissue macrophage identity framework MIKA, tissue macrophages are segmented to six core identities (**S1–S6**) and tissue-specific macrophages. (**B**) Macrophage identities expressing ECM structural components (black diamond), regulators of matrikine production (red diamond) or regulators of tissue ECM turnovers (blue diamond) are shown.

Under the MIKA framework, different macrophage identities could be examined for regulatory roles on ECM functional effectors described in this review. Macrophages contribute minimally to vascular matrices, with nidogen-2 very weakly expressed by S1 macrophages. 

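The skin dataset, one part of the archive, held 62 UMIs of Nid2 among the 23520083 UMIs of the macrophage cells. Nid2 (ENSMUSG00000021806; chromosome 14, 19751265 to 19811787) stood at 9.72 CPM (6.69 to 13.7, 33 UMIs) in the S1-like cells, a log2 ratio of 2.75 (1.99 to 3.53) over the other macrophage cells. In the library with suffix 2 alone, of unknown age, this ratio was 1.43 (-0.31 to 3.03), which is its largest move and includes 0. By comparison, Nid2 reached 50.7 CPM in endothelial-like and 73.3 CPM in Schwann-like cells. After thinning each cell to 2000 UMIs, 1.53% (0.565 to 3.31) of 391 S1-like cells had a UMI of Nid2, against 7.32% of 410 cells unthinned. None of 66 keratinocyte-like cells did, which allows up to 4.55%, more than the S1-like share. Keratinocyte-like cells held 0.371 CPM (0.00938 to 2.06, 1 UMI) of it, and 1.47% of them had a UMI unthinned. Median depths were 8557.5 UMIs in S1-like and 22854.5 in keratinocyte-like cells. Of the other vascular basement membrane genes, the macrophage cells held between 0.425 CPM of Lamb1 and 6.12 CPM of Lamc1, which stood at 13.3 CPM (9.67 to 17.7, 45 UMIs) in S1-like cells, while the endothelial-like cells held between 50.7 CPM of Lama5 and 759.9 CPM of Col4a1.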

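In the sorted skin cells, Col14a1 (ENSMUSG00000022371; chromosome 15, 55307750 to 55520803) stood at 110.4 CPM (66.4 to 172, 19 UMIs) in the S4-like cells. Its log2 ratio over the other macrophage cells was 6.63 (5.70 to 7.54). After thinning, 37.5% (18.8 to 59.4) of the 24 S4-like cells had a UMI of it, against none of 66 keratinocyte-like cells, which allows up to 4.55%. Unthinned, the S4-like share was 45.8%. The median depth was 7516 UMIs in the S4-like and 22854.5 in the keratinocyte-like cells. Fibroblast-like cells held 89.1 CPM. These S4-like values rest on 172149 UMIs, and neither library alone gave an S4-like cluster. Col27a1 (ENSMUSG00000045672; chromosome 4, 63214004 to 63334991) held 8.59 CPM (7.44 to 9.86, 202 UMIs) over the macrophage cells. Among the macrophage classes it was highest in the 21 mature dendritic-like cells, at 136 CPM (97.2 to 185). Schwann-like cells held 158 CPM (133 to 186), and these intervals overlap. Microglia were not part of this dataset. Among 44 collagen genes, the 3 with the highest level in the macrophage cells were Col1a1 with 116 CPM, Col1a2 with 103 CPM and Col3a1 with 60.4 CPM, all far below their 30246, 26981 and 12187 CPM in the fibroblast-like cells.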

Beyond this expression level and amongst the many collagen isoforms, type-XIV and type-XXVII exhibit prominent expression by S4 identity and microglia, respectively, but functions of these rarer isoforms are less studied. 

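For versican, the skin dataset gave 28.7 CPM (23.9 to 34.3, 122 UMIs) of Vcan (ENSMUSG00000021614; chromosome 13, 89655312 to 89742509) in the S3-like cells, compared with 1.47 CPM in S1-like and 13.2 CPM in unnamed macrophage cells. Fibroblast-like cells held 138 CPM (132 to 145, 1854 UMIs), and 19.4% (16.6 to 22.3) of them had a UMI after thinning. The log2 ratio of S3-like over the other macrophage cells was 1.41 (1.07 to 1.74). It was higher in the library with suffix 2 alone, at 3.44, at resolution 0.5, at 2.37, and as a mean over cells, at 1.95, and lower with 3000 variable genes, at 0.81. Under the stricter cell filter it was -0.19 (-0.88 to 0.45), where it can no longer be told from 0, as was the case after removal of cells by a doublet score chosen once the data were seen, with 0.084. That removal took out 42 of 3797 cells, but with the new clustering the S3-like class fell from 344 to 99 cells. The S4-like cells held no UMI of Vcan, which at their depth allows up to 17.4 CPM. After thinning, 2.17% (0.878 to 4.43) of 322 S3-like cells had a UMI, and 13.1% did unthinned. None of 66 keratinocyte-like cells did after thinning, which allows up to 4.55%. Keratinocyte-like cells held 0.371 CPM (0.00938 to 2.06, 1 UMI) of it, and 1.47% of them had a UMI unthinned. The S3-like cells had a median of 10816 UMIs and the keratinocyte-like cells of 22854.5.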

Versican, which suppresses inflammation but generates the matrikine versikine upon proteolysis, is highly expressed by S3 identity. Instead of directly producing ECM, macrophages more often secrete fibroblastic growth factors, proteases, and protease inhibitors to regulate ECM kinetics in tissue. Specific macrophage identities expressing these regulators are outlined below. 

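Of the PDGF genes in the skin dataset, Pdgfa was higher in both S1-like and S4-like cells than in the other macrophage cells. Pdgfa (ENSMUSG00000025856; chromosome 5, 138976014 to 138997370) stood at 141 CPM (129 to 155, 480 UMIs) in S1-like cells, a log2 ratio of 1.68 (1.51 to 1.84). In S4-like cells it stood at 238 CPM (171 to 323, 41 UMIs), a log2 ratio of 2.06 (1.58 to 2.51). Pdgfb (ENSMUSG00000000489; chromosome 15, 79995874 to 80014977) was higher in S4-like cells, at 134 CPM (84.7 to 200.5, 23 UMIs) and a log2 ratio of 2.43 (1.76 to 3.03). In S1-like cells its level of 23.3 CPM could not be told from that of the other macrophage cells, with a log2 ratio of -0.16 (-0.52 to 0.19). Its interval lay above 0 in 5 of the alternatives set beforehand, among them the looser cell filter with 0.33 and each library alone with 0.41 and 0.77. Pdgfc (ENSMUSG00000028019; chromosome 3, 81036416 to 81214040) was higher in S1-like cells, at 38.01 CPM (31.7 to 45.2, 129 UMIs) and a log2 ratio of 3.45 (3.02 to 3.89). The S4-like cells held no UMI of Pdgfc, which allows up to 17.4 CPM and is too few counts for a ratio.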

S1 and S4 identities secrete different isoforms of PDGFs. 

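In the skin dataset, Tgfb1 (ENSMUSG00000002603; chromosome 7, 25687002 to 25705077) held 377 CPM (357 to 398, 1279 UMIs) in S1-like cells, 340.2 CPM (323 to 358, 1444 UMIs) in S3-like cells and 331 CPM (251 to 429, 57 UMIs) in S4-like cells. The unnamed macrophage cells held 385 CPM, and the mature dendritic-like cells, the lowest class, 112 CPM (77.2 to 158, 33 UMIs). Tgfb2 (ENSMUSG00000039239; chromosome 1, 186622792 to 186705989) had 30 UMIs in all 1889 macrophage cells, or 1.28 CPM (0.861 to 1.82). Cavity macrophages were not part of this dataset.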

While TGF-β1 expression is detected in most identities, TGF-β2 expression is limited to cavity macrophages. 

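The 3 matrikine-generating proteases were distributed as follows over the skin macrophage cells. Mmp8 (ENSMUSG00000005800; chromosome 9, 7558456 to 7568485) held 4.48 CPM (2.70 to 6.99, 19 UMIs) in S3-like cells, with a log2 ratio of 1.73 (0.80 to 2.64) over the other macrophage cells. This ratio was -0.49 when cells with a doublet score of 0.2 or more were removed, a setting chosen after the data were seen, and 1.03 in the library with suffix 1 alone, with intervals that include 0 in both cases, while it was 4.67 (2.55 to 7.85) in the library with suffix 2 alone and 3.80 (2.46 to 5.50) at resolution 0.5. Removal by doublet score took out 42 of 3797 cells, and the new clustering left 99 S3-like cells instead of 344. A UMI of Mmp8 was found in 0.932% (0.193 to 2.70) of thinned S3-like cells and in 3.78% unthinned, compared with 0.129% (0.00327 to 0.717) of thinned fibroblast-like cells, and these intervals overlap. Fibroblast-like cells held 0.299 CPM (0.0814 to 0.765, 4 UMIs) of Mmp8, and 0.367% of them had a UMI unthinned. Mmp9 (ENSMUSG00000017737; chromosome 2, 164940780 to 164955850) held 242 CPM (226 to 259, 822 UMIs) in S1-like cells, with a log2 ratio of 3.43 (3.27 to 3.60). After thinning, 28.4% (23.97 to 33.1) of S1-like cells had a UMI of Mmp9, compared with 0.129% (0.00327 to 0.717) of fibroblast-like cells, and unthinned 53.4% of S1-like cells did. Mmp12 (ENSMUSG00000049723; chromosome 9, 7344381 to 7369499) had no UMI in the S4-like cells, which allows up to 17.4 CPM, and its log2 ratio over the other macrophage cells was at most -2.69. None of the 24 thinned S4-like cells had a UMI of it, which allows up to 12.5%, and 0.129% (0.00327 to 0.717) of thinned fibroblast-like cells did. The S1-like cells held 3.54 CPM (1.83 to 6.18, 12 UMIs) of Mmp12, which is below the S4-like limit, so that no difference between these classes is resolved. The S3-like cells held 45.7 CPM and the unnamed macrophage cells 157 CPM. Of its 2620 UMIs in the macrophage cells, 1335 came from an unnamed cluster of 245 cells, where it stood at 343 CPM and is one of the 10 leading genes, and 830 from another of 309 cells. Median depths were 8557.5 UMIs in S1-like, 10816 in S3-like, 7516 in S4-like and 13157 in fibroblast-like cells.

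**Figure D1:**
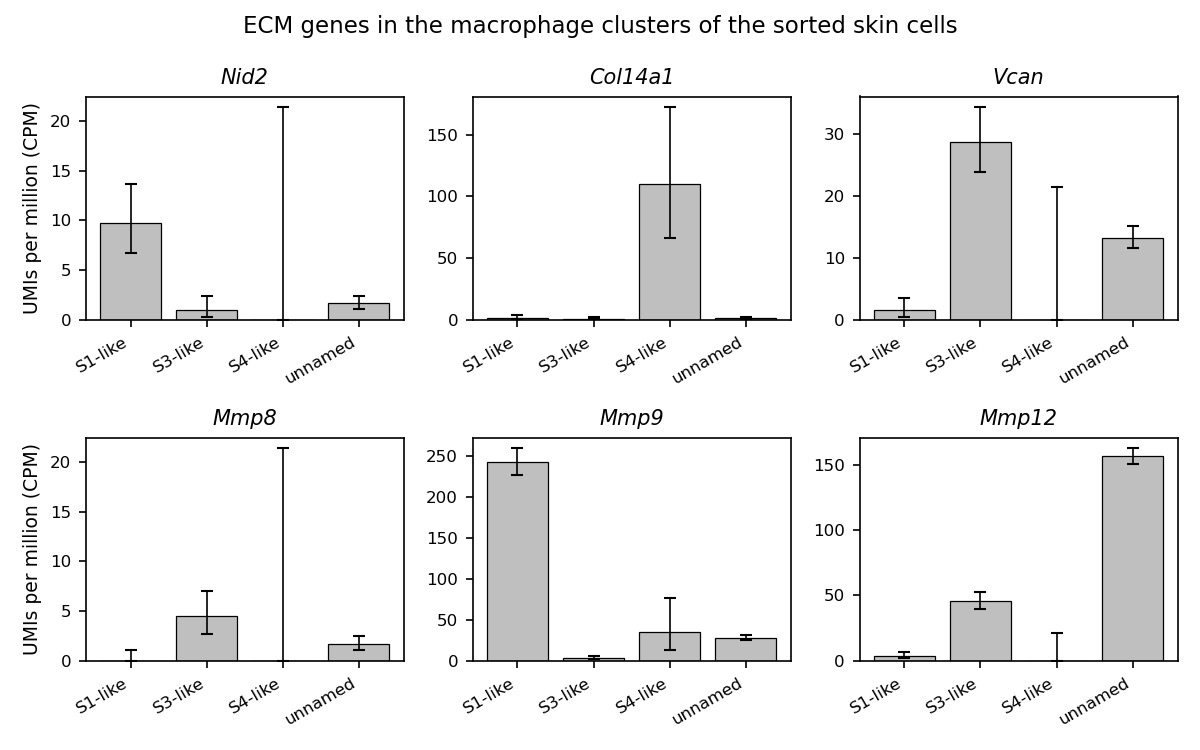
Level in CPM of the ECM genes that the paper ties to 1 identity, in the S1-like, S3-like, S4-like and unnamed macrophage cells of the skin dataset, with 1 bar for each class on a linear axis from 0 and error bars that are exact 95% Poisson intervals for counting error only. Mmp9 stands at 242 CPM in S1-like cells, Col14a1 at 110.4 CPM in S4-like cells, and Mmp12 at 157 CPM in unnamed cells with no UMI in S4-like cells.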

Matrikine-generating MMP-8, MMP-9, and MMP-12 are expressed by S3, S1, and S4 identities, respectively. S1, S4, and several tissue-specific macrophages produce Serpin-B1 and -B6, which antagonize neutrophil proteases and may regulate matrikine production. 

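In the skin dataset, Serpinb1a (ENSMUSG00000044734; chromosome 13, 32842092 to 32851185) held 16.2 CPM (12.2 to 21.1, 55 UMIs) in S1-like cells, a log2 ratio of -0.75 (-1.18 to -0.35) over the other macrophage cells. The S4-like cells held no UMI of Serpinb1a, so that their log2 ratio is at most -0.57 and their level at most 17.4 CPM. A chance absence in so few cells was not tested for this gene. The limit of 17.4 CPM lies above the levels of the S1-like cells and of the S3-like cells, which held 12.5 CPM (9.35 to 16.3, 53 UMIs). The unnamed macrophage cells held 30.7 CPM of it and the mature dendritic-like cells 78.2 CPM. Unthinned, 14.03% of all macrophage cells had a UMI of Serpinb1a. The chance that as few cells as are S4-like hold none was not worked out, so that too few cells stay open as the reason. Serpinb6a (ENSMUSG00000060147; chromosome 13, 33917918 to 34002794) held 521 CPM (497 to 546, 1768 UMIs) in S1-like cells, with a log2 ratio of 2.60 (2.51 to 2.70). In S4-like cells it held 92.9 CPM (53.1 to 151, 16 UMIs), and the interval of its log2 ratio, -0.68 (-1.49 to 0.021), includes 0, while it lay below 0 at both other resolutions, with -0.94 at 0.5. Both genes belong to a family of paralogs, between which the authors' counting could have split reads.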

Alveolar macrophages specifically express cathepsin K, which mediates phagocytic collagen catabolism and prevents lung fibrosis (Fabrik et al., 2023). For other proteases or protease inhibitors with fibrosis modulating capacity (MMP-13, MMP-14, ADAM-19, ADAM-33, PAI-2 [Serpinb2], Serpin-B8, Serpin-E2, and TIMP-2), contribution by specific macrophage identities could also be observed (Figure 5B). 

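Over the named classes of skin macrophage cells, these genes differed in level and in the class that led. Mmp13 (ENSMUSG00000050578; chromosome 9, 7272514 to 7283331) held 465 CPM (368 to 578, 80 UMIs) in S4-like cells, where it is one of the 10 leading genes of the cluster, and 15.03 CPM in S1-like cells. Only 29.2% of the 24 S4-like cells had a UMI of Mmp13 unthinned, and 25% did after thinning. Its UMIs thus sit in few cells, a spread that the interval leaves out. Mmp14 (ENSMUSG00000000957; chromosome 14, 54431612 to 54445364) held 98.8 CPM (57.5 to 158, 17 UMIs) in S4-like and 32.5 CPM in S3-like cells. Adam19 (ENSMUSG00000011256; chromosome 11, 46055992 to 46147343) held 204 CPM (156 to 263, 60 UMIs) in mature dendritic-like and 163 CPM (108 to 235, 28 UMIs) in S4-like cells, intervals that overlap, compared with 61.6 CPM in S1-like cells. Timp2 (ENSMUSG00000017466; chromosome 11, 118301069 to 118355740) held 1092 CPM (1057 to 1128, 3706 UMIs) in S1-like cells and 237 CPM in S3-like cells, and 2088 CPM in fibroblast-like cells. Serpinb8 (ENSMUSG00000026315; chromosome 1, 107590006 to 107610484) held 182 CPM (168 to 197, 618 UMIs) in S1-like and 139 CPM (89.3 to 207, 24 UMIs) in S4-like cells, intervals that overlap. Adam33 held 14.1 CPM (10.4 to 18.8, 48 UMIs) in S1-like and 23.2 CPM (6.33 to 59.5, 4 UMIs) in S4-like cells, compared with 2.59 CPM in S3-like cells. Serpinb2 and Serpine2 were low, with 3.40 and 1.87 CPM over all macrophage cells. From the expression of these genes over the identities of the whole archive, the paper states that a contribution by specific macrophage identities can be seen.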

Overall, macrophages of S1, S3, and S4 identities as well as tissue-specific macrophages appear to be actively regulating ECM effectors with impacts on leukocyte functions. Of note, as S1 identity expresses PDGFs and MMP9, the strategy of promoting S1 macrophage formation to leverage efferocytosis for inflammation resolution shall be safe in conditions where these ECM regulators do not pose major concerns. In pathologies, macrophage identities dynamically fluctuate, as do their regulatory functions on the ECM functional effectors. Paying attention to these identity kinetics might hint at ECM malfunction, which radiates to leukocyte traffic and functions, in conditions where the ECM-regulating macrophage identities expand (Supplementary file 1). Efforts to develop medicines that offer freedom to modulate macrophage identity could thus tune ECM functions, in addition to other macrophage functions, and influence the inflammatory tissue fate.

## Concluding remarks

Extracellular matrix proteins are tightly coupled to the journey of a circulating leukocyte entering inflamed tissue. The vascular basement membrane anchors the endothelium to allow generation of cellular force required to remodel junctions for leukocyte passage. Leukocytes prefer using specialized diapedesis portals in the basement membrane, with weakened nearby endothelial junctions, to cross the vascular barriers. Optimal tissue entry requires aftercare of the ‘diapedesis pore’ left behind by the extravasated leukocyte, that is fulfilled by cooperative efforts of collagens in basement membrane, platelets, and EC. Both the vascular barrier passage and the myriad dynamic interactions with tissue cells and matrices influence leukocyte behaviors in tissue. These leukocyte activities, when properly orchestrated with macrophage fate, allow swift and timely restoration back to tissue homeostasis. This extravasation journey of leukocytes illustrates the intermingled relationship among extracellular matrices, leukocyte extravasation, tissue activities of extravasated leukocytes, and the final tissue fate. We are still far from a complete understanding of this extreme complexity. Yet, persistent stepwise advances in our understanding shall offer plenty of regulatory targets for future modulation of inflammatory pathology.

## Appendix 1

### MIKA_v2

*Changes mentioned in this documentation serve for optimization and dataset expansion purposes, without affecting claims made in the original report (Li et al., 2024).

Changes from previous version:

1. Optimized pseudobulking algorithm

before:

Fixed pseudobulking factor calculated on per-sample basis to obtain 100 pseudobulks per sample.

Each sample is independent when computed to pseudobulks.

current:

Pseudobulking factor is computed on a per-dataset basis (as an average of pseudobulking factors calculated on a per-sample basis in a dataset).

While maintaining the same target of 100 pseudobulks per sample and that seeds remaining to be chosen on a per-sample basis, all cells are candidates for pseudobulking.

Flexible pseudobulking factor is adopted to have more focal representation, such that the mean UMAP distance to a pseudobulking seed from member cells for pseudobulking is <0.05% of the mean UMAP distance to the seed from all cells.

2. Standardization of subtype scores

before:

After quantile-scaling gene signature expression across the cell population in a dataset, for each cell, expression of member genes in a subtype category is averaged to obtain a score for the subtype category. This score is quantile-scaled across the cell population to attain a standardized score ranging from 0 to 1 for each subtype category.

current:

The same procedures before standardization are followed. Scores for each subtype category are now standardized as a relative value to the cell population maximum, standardized score range remains from 0 to 1.

3. Criteria of "subtype qualifier" (for identity kinetics monitoring)

*This change is a follow-up to the changes in standardization of subtype scores.

before:

Standardized score of >0.7; for S3 omitted identity, S3 standardized score <0.5.

current:

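For the skin dataset, an S1 score was rebuilt by the procedure of this appendix. The part of Supplementary file 2 used here, which leaves out 183731 of its 185730 rows, lists 98 S1 signature genes, of which 93 were scored. Genes named in the text were left out apart from Folr2, Cd163 and Mrc1. Each gene was quantile-scaled over the 1889 macrophage cells, the scaled values were averaged per cell, and the average was divided by its maximum over the cells. A score above 0.5 was found in 865 cells (45.8%, 43.5 to 48.1), and 196 cells lay within 0.05 of this limit. The score exceeded it in 97.8% of S1-like, 22.1% of S3-like, 20.8% of S4-like and 35.1% of unnamed macrophage cells. The markers that named the S1-like cluster came in part from the same signature genes, and Folr2, Cd163 and Mrc1 are in both. The high share in S1-like cells is therefore no independent check of the name. With a limit of 0.7 the share was 27.6%, the largest move among the alternatives. Tied values took the lowest rank, and with mean ranks, an alternative chosen after the data were seen, the share rose to 61.3%.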

Standardized score of >0.5; for S3 omitted identity, S3 standardized score <0.5.

Identity scores (i.e. quantitative measurement) are computed for each cell in each dataset; identity (i.e. categorical definition) is only assigned after pseudobulking and integration into MIKA based on the averaged identity scores and UMAP positions of the pseudobulks to enable identity kinetics monitoring without influence of tissue-specific macrophages (which often show compounded S1-S6 identity).

4. Integration of new datasets

before:

Include datasets covering 10 tissues and 12 conditions

current:

Include datasets covering 15 tissues and 20 conditions with the following datasets newly incorporated: (accession: tissue, perturbation, input cell population)

GSE275826: skin, aging, FACS-sorted skin cells of F4/80+MHCII+
GSE284253: aorta, abdominal aortic aneurysm, FACS-sorted CD45+
GSE230260: bone marrow, bone fracture, total cells
GSE241928: heart, myocardial infarction of different ages, bead-enriched CD45+
GSE290479: heart, anti-CD40 treatment, FACS-sorted CD45+
GSE269059: liver, diets, FACS-sorted CD45+
GSE274438: peritoneum, experimental endometriosis, FACS-sorted CD45+

*Identity kinetics of each dataset in MIKA is available in Supplementary Data 2.

5. Inclusion of new pan-tissue macrophage identities

before:

Five pan-tissue macrophage identities (S1-S5) are defined.

current:

Previous S4 identity is removed due to limited efficiency to define tissue-common macrophage cell states.

S4 and S6 (auxiliary) identities are newly defined to describe cell states straying from the S1 apex commonly found in multiple tissues. Current fingerprint to define six pan-tissue macrophage identities consists of 597 genes.

These updated pan-tissue macrophage identities and tissue-specific macrophage cell states are summarized in Appendix 1—figure 1.

### Glossary of selected terms

**Table:**

Terms	Concise description
Diapedesis	The specific step(s) during leukocyte extravasation where a leukocyte transmigrates through a vascular barrier. May refer to trans-endothelial diapedesis or trans-basement membrane diapedesis. Different leukocyte and endothelial signaling events are involved depending on the barrier type and route (paracellular or transcellular) of diapedesis.
ECM carryover	After crossing the vascular basement membrane, fragments of the constituent ECM are bound on leukocytes as a result of proteolytic activities during the barrier passage. For some ECM, these fragments are reported to modulate leukocyte functions in tissue.
Efferocytosis	The process of macrophages (or phagocytes) engulfing apoptotic cells and thereafter synthesizing pro-resolving mediators. A process important to remove dead or dying cells accumulated throughout inflammation. Macrophages sense various cues released by apoptotic cells via a specific array of chemotactic receptors and migrate towards them. Surface exposure of phosphatidylserine on apoptotic cells triggers engulfment and subsequent pro-resolving signaling.
Extravasation	The entire multistep process of leukocyte crossing the vascular barriers and transmigrating from blood to tissue. Typically, a flowing leukocyte first tethers to the inflamed endothelium via catch-bond interaction with endothelial selectins. This initial tethering event is followed by decelerative rolling on endothelium and gradual activation of integrins on leukocytes. After firm arrest on the endothelium, the leukocyte crawls to search for a suitable site for trans-endothelial migration. Further trans-basement membrane migration and passage through any obstructing perivascular cells are required to gain access to the inflamed tissue.
Inflammatory tissue fate	An integrated decision that determines whether to resolve or to sustain an inflammation. This decision is dynamic and subject to the influence of myriad processes in the inflamed tissue, including the extravasation flux of leukocytes, leukocyte-ECM crosstalk during extravasation and in tissue, as well as other leukocyte and stromal cell activities. A correct decision at the right timing is crucial to promptly eliminate the initial cause of inflammation and to restore tissue homeostasis while preventing unnecessary tissue damage.
Matrikine	Bioactive peptide(s) produced from partial proteolysis of ECM. Different sets of proteases are responsible for digestion of different types of ECM. The resultant peptides are chemotactic to a specific leukocyte subset.
Mechanosensing	The process of a cell or cellular structure sensing the surrounding mechanical cues. This is achieved by binding to ECM present in the substrate via receptors (typically organized in focal adhesions) linked to the cytoskeleton decorated with mechanosensitive signaling proteins, which respond to and convert the mechanical cues to intracellular biochemical signals.
MIKA	A meta-transcriptome-based archive of tissue macrophage cell states and their kinetics in various pathophysiologies under a unified pan-tissue cell identity framework. Abbreviation of Macrophage Identity Kinetics Archive. The archive is expandable to accommodate new datasets. The current MIKA describes macrophages commonly found across multiple tissues and their kinetics with 6 core identities, S1 to S6, alongside tissue-specific macrophages. The archive classifies complex macrophage states in a tissue-borderless manner and serves as a common roadmap to navigate macrophage identity to pathology-resolving state(s) with identity regulators.
Secondary leukocyte extravasation	Additional leukocyte extravasation resulted from activities of extravasated leukocytes other than the initial cause(s) of the inflammation. This can be caused by de novo production of chemokines or matrikines (bioactive ECM fragments) from pre-existing ECM in tissue.
Tissue stiffness	The hardness of the tissue, or the elastic capability of the tissue to resist deformative force, usually expressed in Young’s modulus. Tissue stiffness is affected by the amount, composition, and alignment of ECM in tissue. While an increase in tissue stiffness can be achieved by rapid ECM synthesis leading to tissue fibrosis, ECM usually has long turnover half-lives, and stiffness decline or fibrosis resolution is a rather gradual process without active intervention of proteases. Through receptor binding and mechanosensing, tissue stiffness can modulate intra-tissue leukocyte functions.
Vascular barriers	In general, the endothelium and the vascular basement membrane are the sole barriers for leukocyte extravasation. Depending on the route of diapedesis (paracellular or transcellular), either the endothelial junction or the cell body constitutes the endothelial barrier.

How the deposited data were processed for this re-analysis (not part of the article)

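The deposited data are UMI counts of single cells from dorsal skin of male mice, sorted for F4/80 and high MHC class II, with 1 library of 2 pooled mice at 9 weeks and 1 at 108 weeks of age. The authors made these counts with cellranger 4.0.0, per the file header, from droplet libraries with 3' chemistry, and deposited both libraries as 1 matrix of whole-number UMI counts without normalization. The genome build, the annotation and any filter on cells before deposit are not given in the sources used here. The matrix pools the libraries and marks them by a barcode suffix that no source used here ties to an age. Cells were therefore analysed with the ages pooled, the planned comparison of ages was not made, and the 2 suffixes are reported as libraries of unknown age.

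From the counts, cells with at least 500 genes, at least 1000 UMIs and at most 10% of UMIs on mitochondrial genes were kept, in Python 3.11.15 with scanpy 1.11.5, numpy 2.4.6 and scipy 1.17.1. This left 3797 of 5257 barcodes, 2396 with suffix 1 and 1401 with suffix 2. Scrublet, as implemented in scanpy, was run on each library and called 6 doublets, a number so low that doublets count as untreated. Counts were scaled to 10000 UMIs per cell and logged, 2000 highly variable genes were chosen without the 50 genes named in the text that were known beforehand, and 30 principal components and 15 neighbours entered Leiden clustering at resolution 1 (leidenalg 0.10.2, igraph 0.11.9, seed 1), which gave 31 clusters.

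Clusters were named with 21 marker lists fixed before the data were examined. The lists of S1 to S6 came from the parts of Supplementary files 2 and 3 used here, and the others from general knowledge. The compartment and name of a cluster followed from the mean log2 excess of a list's markers over the median cluster, with a pseudocount of 10 CPM. A name needed 3 markers at 20 CPM and 2 times the median cluster or more, a lead of 1 over the next list, and 95 of 100 Poisson redraws of the cluster's UMI sums with the same name. Lists with fewer than 3 such markers did not count as the next list, even where their mean was higher. Clusters with more markers of another list among their 10 leading genes stayed unnamed. This rule was set after the clusters had been looked at, and the redraws were added when a test on simulated cells failed. The names are rebuilt and end in like for this reason. In cells simulated from each cluster's profile, 99.9% of macrophage cells and all S1-like, S3-like and S4-like cells received their class again. Names that failed the redraws had been dropped by then, so that this recovery is no independent test of the naming.

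UMIs of each gene were summed per class and divided by the class total (CPM), with exact 95% Poisson intervals. The log2 ratio of a class over the other macrophage cells has an exact interval from the 2 UMI sums, and a sum of 0 is replaced by a limit of 3 counts. Limits on a level or a share with a count of 0 use the same 3 counts. Class sums with known 4-fold changes in 200 genes were simulated as Poisson counts, the model that the intervals assume. The median log2 ratio of the changed genes without a sum of 0 was 2.00 for S1-like, 1.99 for S3-like and 2.02 for S4-like cells. Spread between cells was not simulated, so that this checks the computation and not whether the intervals hold for these cells. Of the 13317, 13598 and 7959 genes simulated, changed or not, those with a sum of 0 had no interval and were left out. Of the intervals of the others, 96.03%, 96.4% and 97.2% held the true value. Shares of cells with a UMI were taken after thinning each cell to 2000 UMIs, which left out 19 of 410 S1-like, 22 of 344 S3-like and none of 24 S4-like cells. Intervals cover counting error only, since cells are not replicates and each age has 1 library, and no p-value was computed. For Mmp12 alone, the chance of drawing no UMI of it in as many cells as are S4-like was worked out from single cells, a test chosen after the data were seen. The S1 score followed Appendix 1, with 93 of the 98 S1 signature genes that the part of Supplementary file 2 used here lists. No set test was run on Supplementary files 2 and 3, of which the part used here leaves out 183731 and 69833 rows.

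The rule for the genes named in the text was fixed before the data were examined. It takes the genes of the ECM paragraph and Figure 5B, the vascular basement membrane genes, the genes of the S1 niche, the genes that the paper ties to S1 and efferocytosis, and the 3 collagen genes with the highest level in the macrophage cells, which only the data could tell. Values of S1 to S6 in Supplementary files 2 and 3 had been seen by then. The range over the general macrophage markers is not reported here. Of the 32285 gene identifiers of the matrix, 32158 were found in GENCODE vM21 (GRCm38), from which gene positions are taken. Alternatives changed the filter on cells, the resolution, the doublets, the number of variable genes, the naming, the library, the weighting, the definition of S1 cells, the parts of the score and the thinning.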

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

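The tests of where the cells outside the macrophage clusters came from were chosen after their share was seen.

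The sort kept cells positive for F4/80 and high for MHC class II, yet 1902 of the 3791 cells analysed (50.2%, 48.6 to 51.8) lay outside the macrophage clusters, and the paper reports on macrophages only. Of all cells analysed, 818 (21.6%) were fibroblast-like, 299 (7.89%) endothelial-like, 125 (3.30%) Schwann-like, 71 (1.87%) pericyte-like, 68 (1.79%) keratinocyte-like, 34 (0.897%) T-like and 31 (0.818%) mast-like. The other 456 cells (12.03%) stayed unnamed. The naming rule, set after the clusters were seen, kept among these a cluster of 137 cells with B cell and Langerhans cell markers (85 of the library with suffix 1 and 52 of the other) and a cluster of 31 cycling cells (27 and 4), both of which could hold further phagocytes.

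The tables argue against cells captured together with a macrophage and against free RNA as the whole of this share, for the cells with a name. The 9 general macrophage markers stood in the other named types at a median of 2.50% of their macrophage level. These markers also placed the clusters, but the MHC class II genes H2-Aa and H2-Ab1, which are in no marker list, stood there at only 3.25% and 3.43% of their macrophage level. The fibroblast markers were at a median 261 times higher in the fibroblast-like cells than in the macrophage clusters, but they also named the fibroblast-like clusters. That ratio therefore decides nothing, and the argument rests on the MHC class II genes, since both explanations place a macrophage in each droplet.

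Whether cells outside the gate passed the sort stays open. After thinning to 2000 UMIs, 2.09% (1.39 to 3.01) of 1338 cells of the other named types had a UMI of Adgre1, the gene of F4/80, against 53.01% (50.7 to 55.3) of 1826 macrophage cells, at median depths of 10625.5 and 11005 UMIs. Unthinned, the shares were 5.74% and 89.8%. This decides nothing, since Adgre1 is one of the markers by which the clusters were placed. For H2-Aa, the thinned shares were 12.2% and 97.8%. RNA does not measure the surface proteins of the gate, and no biological explanation was tested.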

How the results depend on the processing

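The alternatives were fixed before the data were examined, except the removal of cells by doublet score, the smaller naming lead, the names without redraws and the mean ranks for ties, which were chosen after the data were seen. The naming rule itself was also chosen afterwards. Other scorings of the marker lists, 3 in number, had been looked at when a test on simulated cells failed to return the S2-like name, and the check by 100 redraws was then added to the last of them. It left the claim ratios unchanged and took the S2-like name from 245 cells and the Langerhans-like name from 86 cells, which are now counted as unnamed.

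The makeup of the clusters was unstable, and the S1-like share left its main 95% interval under 10 alternatives, the S3-like share under 8 and the macrophage share under 9. The 15 log2 ratios had 169 alternative values, but 38 of these compare the same cells as the main value and could not differ, and 7 are bounds. Of the other 124, 71 lay within the main interval, 51 lay outside it without reversing a called direction and 2 reversed one. The reversed values were those of Vcan in S3-like cells under the stricter cell filter and of Mmp8 in S3-like cells after removal by doublet score, and both have intervals that include 0. So do the ratios of Vcan after that removal, of Nid2 in the library with suffix 2 alone and of Mmp8 in that with suffix 1 alone, with 1.03. The cause of these moves was not tested. The S4-like ratios of Col14a1, Pdgfa, Pdgfb and Serpinb6a stayed within their main intervals where a value could be had. Every setting with an S4-like cluster gave it 24 cells, so that this tests the comparison cells more than the class. The interval of Serpinb6a fell below 0 at both other resolutions, with the doublets kept and after removal by doublet score. The bound on Mmp12 in S4-like cells rose from -2.69 to -1.88 with the doublets kept and that on Serpinb1a from -0.57 to -0.47. Both stayed below 0 where a bound could be had. After removal by doublet score there was an S4-like cluster but no bound on Serpinb1a. There was no S4-like cluster, and so no S4-like ratio, under either other cell filter, with 3000 variable genes or in either library alone. A naming lead of 0.5 instead of 1 changed no name and so tests nothing.

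With the stricter cell filter (at least 1000 genes and 2000 UMIs, at most 5% mitochondrial UMIs), the number of cells kept was 2157, macrophage share of all cells was 40.3%, S1-like share was 18.7%, S3-like share was 23.8% and S4-like share was 0%. The log2 ratio there was -0.19 for Vcan in S3-like, 2.20 for Pdgfa in S1-like, 3.91 for Mmp9 in S1-like, -1.19 for Serpinb1a in S1-like and 2.16 for Serpinb6a in S1-like. With the looser cell filter (at least 200 genes and 500 UMIs, at most 20% mitochondrial UMIs), the macrophage share of all cells was 47.5%, S1-like share was 29.6%, S2-like share was 10.98%, S3-like share was 15.3%, S4-like share was 0% and share above the S1 score limit was 42.8%. Among the ratios, it was 2.53 for Pdgfa in S1-like, 0.33 for Pdgfb in S1-like and 3.89 for Mmp9 in S1-like. At a clustering resolution of 0.5, the macrophage share of all cells was 43.2%, S1-like share was 34.9% and S3-like share was 29.98%. On the log2 scale, the ratio became 2.37 for Vcan in S3-like, 2.26 for Pdgfa in S1-like, 0.30 for Pdgfb in S1-like, 3.80 for Mmp8 in S3-like and 2.23 for Serpinb6a in S1-like. At a resolution of 1.5, the macrophage share of all cells was 44.3% and S1-like share was 33.8%. Ratios outside their interval were 2.35 for Pdgfa in S1-like, 0.29 for Pdgfb in S1-like, -1.19 for Serpinb1a in S1-like and 2.31 for Serpinb6a in S1-like.

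With the 6 called doublets kept, the macrophage share of all cells was 43.2%, S1-like share was 32.2%, S3-like share was 31.7% and share above the S1 score limit was 50.3%. The log2 ratio there was 2.37 for Pdgfa in S1-like, 0.29 for Pdgfb in S1-like and 2.31 for Serpinb6a in S1-like. With 3000 variable genes, the macrophage share of all cells was 47.9%, S1-like share was 29.6%, S2-like share was 14.98%, S3-like share was 15.8% and S4-like share was 0%. Among the ratios, it was 0.81 for Vcan in S3-like, 2.22 for Pdgfa in S1-like, 3.75 for Mmp9 in S1-like and 2.48 for Serpinb6a in S1-like. In the library with suffix 1 alone, the macrophage share of all cells was 55.1%, S1-like share was 35.7%, S3-like share was 13.7%, S4-like share was 0% and share above the S1 score limit was 50.7%. On the log2 scale, the ratio became 2.44 for Pdgfa in S1-like, 0.41 for Pdgfb in S1-like and 2.18 for Serpinb6a in S1-like. In the library with suffix 2 alone, the macrophage share of all cells was 32.4%, S1-like share was 27.7%, S3-like share was 13.9%, S4-like share was 0% and share above the S1 score limit was 40.7%. Ratios outside their interval were 1.43 for Nid2 in S1-like, 3.44 for Vcan in S3-like, 1.87 for Pdgfa in S1-like, 0.77 for Pdgfb in S1-like, 4.67 for Mmp8 in S3-like, 4.07 for Mmp9 in S1-like, -2.09 for Serpinb1a in S1-like and 2.90 for Serpinb6a in S1-like.

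With cells of a doublet score of 0.2 or more removed, the macrophage share of all cells was 41.3%, S1-like share was 35.8% and S3-like share was 6.39%. This took out 42 of the 3797 kept cells, while the S3-like class fell from 344 to 99 cells in the new clustering. The fall therefore cannot be laid to the removed cells alone. The log2 ratio there was 0.084 for Vcan in S3-like, 2.19 for Pdgfa in S1-like, 0.29 for Pdgfb in S1-like, -0.49 for Mmp8 in S3-like and 2.19 for Serpinb6a in S1-like. With every macrophage cluster named by its highest correlation with Supplementary file 3, the S1-like share was 45.5% and S2-like share was 34.99%. Among the ratios, it was 2.82 for Pdgfa in S1-like, 4.11 for Pdgfc in S1-like, 5.87 for Mmp9 in S1-like, -1.61 for Serpinb1a in S1-like and 2.82 for Serpinb6a in S1-like. With names given without the redraws, the S2-like share was 12.97%. With a limit of 0.7, the share above the S1 score limit was 27.6%.

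With the 30 signature genes of the highest r, the share above the S1 score limit was 35.3%. With all kept cells scored together, the share above the S1 score limit was 52.04%. With cells thinned to 2000 UMIs before scoring, the share above the S1 score limit was 37.8%. With mean ranks for ties, the share above the S1 score limit was 61.3%.

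With a mean over cells instead of summed UMIs, the log2 ratio was 1.95 for Vcan in S3-like, 1.43 for Pdgfa in S1-like and 3.24 for Mmp9 in S1-like. With S1 cells taken by their score, the log2 ratio was 2.76 for Pdgfa in S1-like, 4.33 for Pdgfc in S1-like, 6.49 for Mmp9 in S1-like, -1.43 for Serpinb1a in S1-like and 3.14 for Serpinb6a in S1-like. Without thinning, the share of S1-like cells with a UMI of Nid2 was 7.32%, share of S3-like cells with a UMI of Vcan was 13.1%, share of S3-like cells with a UMI of Mmp8 was 3.78% and share of S1-like cells with a UMI of Mmp9 was 53.4%. With cells thinned to 1000 UMIs, the share of S4-like cells with a UMI of Col14a1 was 12.5% and share of S1-like cells with a UMI of Mmp9 was 19.3%.

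No paired analysis was possible because each age has 1 library and the cells are not assigned to an age. Depth limits the S4-like values most, since 24 cells with 172149 UMIs leave a gene undetected at up to 17.4 CPM, while the S1-like and S3-like cells have 3393488 and 4244434 UMIs.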

Differences from the paper's values

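The shares of the 6 identities in Supplementary file 1 and those here have different denominators, the paper's being pseudobulks of 1 age and those here macrophage cells of both ages with rebuilt names, so that no direction is given. For S1, the paper's shares are 52.2% at 9 weeks and 50.7% at 108 weeks of age, and 21.7% of macrophage cells were S1-like. Of the alternatives set before the data were examined, resolution 0.5 (34.9%), names by correlation with Supplementary file 3 (45.5%) and the library with suffix 1 alone (35.7%) came within 1.5 times of both of the paper's values, and resolution 1.5 (33.8%) of that at 108 weeks only. The looser and stricter cell filters, the doublets kept, 3000 variable genes and the library with suffix 2 alone did not.

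For S2, the paper's shares are 34.3% and 38.4% at 9 and 108 weeks, and 0% here. Only the names by correlation, with 34.99%, came within 1.5 times of them among the alternatives set before the data were examined. These names go to every macrophage cluster by its highest correlation, without a threshold or an unnamed class. The mature dendritic-like cluster and the cluster that led on the Langerhans markers thus carry an identity name there too. For S3, the paper's shares are 4.48% and 4.11%, and 18.2% of macrophage cells were S3-like. For S4, the paper's shares are 7.46% and 4.11%, and 1.27% were S4-like. None of the alternatives set before the data were examined came within 1.5 times of the paper's S3 or S4 shares. With cells of a doublet score of 0.2 or more removed, chosen after the values were seen, the S3-like share was 6.39%, within 1.5 times of the paper's value at 9 weeks, and the S1-like share was 35.8%, within 1.5 times of the paper's at both ages, while under it Vcan and Mmp8 were no longer higher in S3-like cells. The paper's shares of S1 to S6 add up to 100% at each age. Of the 778 macrophage cells with an S1 to S6 name, a denominator not set beforehand that leaves out the 1090 unnamed cells, 52.7% (49.1 to 56.3) were S1-like, 44.2% (40.7 to 47.8) S3-like and 3.08% (1.99 to 4.56) S4-like, within 1.5 times of the paper's S1 shares at both ages and of its S4 share at 108 weeks, but not of its S2 or S3 shares. The paper's share of S5 at 108 weeks is 2.74% and that of S6 at 9 weeks is 1.49%, with 0% here for both under every alternative.

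For 11 genes, the paper's text ties expression to S1, S3 or S4, which makes 16 pairs of a gene and an identity. For 6 of these, the PDGF isoforms, the paper says that S1 and S4 secrete different isoforms without naming which, so that they are not set against it here. Of the other 10 pairs, of 8 genes, 6 were higher in the matching class than in the other macrophage cells, 3 were lower and 1 had an interval that includes 0. The paper states that these genes are expressed, which a lower level than in other macrophage cells does not exclude. It names S1 and S4 jointly as producers of Serpin-B1 and -B6, which the pairs here read as each serpin in each identity. The paper's statements cover the identities of all its tissues, and skin is 1 of them. The pairs that were lower are Mmp12 in S4, with a log2 ratio of at most -2.69, Serpinb1a in S1, with -0.75 (-1.18 to -0.35), and Serpinb1a in S4, with at most -0.57. The last rests on 0 UMIs in 24 cells, and only 14.0% of all macrophage cells had a UMI of Serpinb1a unthinned. The chance of drawing none was worked out for Mmp12 alone, so that a chance absence of Serpinb1a is not excluded. In the held part of Supplementary file 3, which leaves out 69833 of its 71832 rows, the paper's level of Mmp12 is highest in S4 among the 6 identities, at 0.999. Against single classes these pairs read differently. Among the S1-like, S3-like and S4-like classes, Serpinb1a was highest in S1-like cells, at 16.2 CPM (12.2 to 21.1, 55 UMIs) over 12.5 CPM (9.35 to 16.3, 53 UMIs) in S3-like cells, intervals that overlap, and the lower ratio comes from the unnamed (30.7 CPM) and mature dendritic-like cells (78.2 CPM). The S4-like limit of 17.4 CPM lies above the levels of Serpinb1a in both of these classes and above that of Mmp12 in S1-like cells, 3.54 CPM. The pair with an interval that includes 0 is Serpinb6a in S4, with -0.68 (-1.49 to 0.021). No setting that gave a ratio put Mmp12 or Serpinb1a higher in the class the paper names. UMIs of Serpinb1a and Serpinb6a were found in S1-like cells, at 16.2 and 521 CPM. Free RNA was not tested as the source of the Serpinb1a UMIs, so that its expression there stays open. TGF-β1 was found in every class, as the paper states for most identities.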

Other observations

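The tests of the collagen transcripts, of Col14a1, of Mmp12, of the S1 score and of the fibroblast transcripts in S1-like cells were chosen after these results were seen, whereas the test of the filter on the libraries was not.

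The 2 libraries, of unknown age, differed in their cells. In the library with suffix 1, 1491 of 2396 cells (62.2%, 60.3 to 64.2) lay in macrophage clusters and 317 (13.2%) were fibroblast-like. In the library with suffix 2, 398 of 1395 cells (28.5%, 26.2 to 31.0) lay in macrophage clusters and 501 (35.9%) were fibroblast-like. The filter on cells is argued against, since the difference of 33.7 percentage points was 31.6 under the looser filter and 28.3 under the stricter one. With each library clustered alone, the shares were 55.05% and 32.4%, a smaller difference of 22.6 points, so that its size depends on the clustering. The median depths of the kept cells were 10761 and 11196 UMIs. Age, the sort and the library cannot be told apart with 1 library per age and no map from suffix to age, and age stays open as untested.

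Transcripts of fibroblast collagens were found in the macrophage clusters. The fractions of their fibroblast level at which Col1a1, Col1a2, Col3a1, Dcn and Lum stood there were alike, with the highest 1.77 times the lowest and a median of 0.383%, which is consistent with free RNA. Against it, the median was 0.379% in the library with suffix 1, where 21.96% of UMIs came from fibroblast-like cells, and 0.246% in that with suffix 2, where 34.6% did. The fibroblast-like cells of the 2 libraries lay largely in different clusters, 2 clusters of 89 and 60 cells holding 88 and 59 cells with suffix 1 and 2 others of 225 and 196 cells holding 194 and 179 with suffix 2, so that their levels need not be alike. One library against another excludes nothing, and free RNA cannot be told apart from expression. Per cell, the S1-like cells held more of these transcripts than the other macrophage cells in the library with suffix 1, with a median ratio of 1.48 over the 5 markers, but not in that with suffix 2, with 0.914. The 2 libraries thus leave open whether free RNA gives the S1-like cells their collagen UMIs. Of 44 collagen genes, 35 had a UMI in the macrophage cells and 3 reached 10 CPM.

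Col14a1 in the S4-like cells stands apart from these. In the fibroblast-like cells, 339 UMIs of Col1a1 went with each UMI of Col14a1 (487 and 148 in the libraries with suffix 1 and 2), so that fibroblast RNA would have brought 6450.03 UMIs of Col1a1 with the 19 of Col14a1. The S4-like cells held 17, or 0.264% of that, which argues against fibroblast RNA as the source. A hypothesis is that S4-like cells of the skin express Col14a1. It rests on 24 cells, 21 of them of 1 library.

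No UMI of Mmp12 was found in the S4-like cells. At the level of the other macrophage cells together, 19.3 UMIs would be expected, but these UMIs sit in few cells. The chance that as many other macrophage cells, thinned to the depths of the S4-like cells, hold no UMI of it is 3.11%. This argues, narrowly and for the main setting only, against too few cells and UMIs as the reason. The unnamed cluster of 245 cells, with the highest level of Mmp12, was placed among the macrophage clusters by 95 of 100 redraws, the least allowed. At resolution 0.5, with 1638 macrophage cells, the bound on the log2 ratio was -1.88, and the chance was not worked out there. Cells drawn from the S3-like cells alone give a chance of 18.1%. A chance absence thus cannot be told apart from a lower level there, with 24 cells too few to decide. S1-like cells, at 3.54 CPM, give 62.7%, and too few cells and UMIs fit the absence against that class. The level of Mmp12 was 343 CPM in an unnamed cluster of 245 cells, 187 CPM in an unnamed cluster of 309 cells led by Fn1 and Dcstamp, and 45.7 CPM in S3-like cells. No biological explanation was tested.

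The S1 score marked 865 macrophage cells, of which 401 (46.4%) were S1-like. Of the 464 others, 383 (82.5%, 78.8 to 85.9) lay in unnamed clusters, whose share of all 1479 macrophage cells outside the S1-like cluster was 73.7%. This fits an overlap of the score with clusters that the naming rule left without a name, 2 of which, of 99 and 40 cells, led on the S1 markers. The median scores were 0.824 in S1-like, 0.401 in S3-like and 0.361 in unnamed cells, and the score forms a range. Score and S1-like name share genes, so that the high S1-like median is no independent check.

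Among the genes that the paper ties to S1 macrophages and efferocytosis, Mertk (65.4 CPM), S1pr1 (27.4 CPM), Stab1 (262 CPM), Pros1 (214 CPM) and Gas6 (909 CPM, a leading gene of the cluster) were highest in the S1-like cells among the S1-like, S3-like and S4-like classes. For Mertk, the interval in S1-like cells (57.1 to 74.6) overlaps that in S4-like cells, at 29.0 CPM (9.43 to 67.8, 5 UMIs). Piezo1 held 99.9 CPM (89.5 to 111, 339 UMIs) in S1-like and 88.6 CPM (79.9 to 98.01, 376 UMIs) in S3-like cells, intervals that overlap. Timd4 stood at 47.4 CPM in S1-like cells but at 291 CPM in an unnamed cluster of 86 cells that led on the Langerhans markers. Axl held 151 CPM (139 to 163, 639 UMIs) in S3-like and 134 CPM (84.7 to 200.5, 23 UMIs) in S4-like cells, intervals that overlap, while Lrp1 was highest in S3-like cells, at 374 CPM, and Il10 and Il1b in S4-like cells, at 883 and 10450 CPM. The gene of cathepsin K, Ctsk, which the paper discusses for alveolar macrophages, held 15.7 CPM over the skin macrophage cells and 1485 CPM in fibroblast-like cells. The genes of the S1 niche proteins, Lama2, Col5a1 and Col5a2, held 151, 451 and 686 CPM in fibroblast-like cells. Serpinb1a was highest in the 31 mast-like cells, at 3845 CPM, where it is a leading gene of the cluster, and within the macrophage clusters in the unnamed cluster of 86 cells, at 147 CPM.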
